# PU.1-c-Jun interaction is crucial for PU.1 function in myeloid development

**DOI:** 10.1038/s42003-022-03888-7

**Published:** 2022-09-14

**Authors:** Xinhui Zhao, Boris Bartholdy, Yukiya Yamamoto, Erica K. Evans, Meritxell Alberich-Jordà, Philipp B. Staber, Touati Benoukraf, Pu Zhang, Junyan Zhang, Bon Q. Trinh, John D. Crispino, Trang Hoang, Mahmoud A. Bassal, Daniel G. Tenen

**Keywords:** Transcriptional regulatory elements, Myelopoiesis, Transcription factors, Haematopoietic stem cells

## Abstract

The Ets transcription factor PU.1 is essential for inducing the differentiation of monocytes, macrophages, and B cells in fetal liver and adult bone marrow. PU.1 controls hematopoietic differentiation through physical interactions with other transcription factors, such as C/EBPα and the AP-1 family member c-Jun. We found that PU.1 recruits c-Jun to promoters without the AP-1 binding sites. To address the functional importance of this interaction, we generated PU.1 point mutants that do not bind c-Jun while maintaining normal DNA binding affinity. These mutants lost the ability to transactivate a target reporter that requires a physical PU.1-c-Jun interaction, and did not induce monocyte/macrophage differentiation of PU.1-deficient cells. Knock-in mice carrying these point mutations displayed an almost complete block in hematopoiesis and perinatal lethality. While the PU.1 mutants were expressed in hematopoietic stem and early progenitor cells, myeloid differentiation was severely blocked, leading to an almost complete loss of mature hematopoietic cells. Differentiation into mature macrophages could be restored by expressing PU.1 mutant fused to c-Jun, demonstrating that a physical PU.1-c-Jun interaction is crucial for the transactivation of PU.1 target genes required for myeloid commitment and normal PU.1 function in vivo during macrophage differentiation.

## Abstract (web summary)

The transcription factor PU.1 recruits c-Jun as a co-activator to promoters without AP-1 binding sites, and mice with point mutations in PU.1 that disrupts the interaction between PU1 and c-Jun have defects in PU.1 dependent blood lineages, including macrophages and B cells.

## Introduction

The differentiation of hematopoietic stem cells (HSC) to various mature blood cell lineages is a process tightly regulated by the concerted action of a network of transcription factors, integrating signaling cascades triggered by extrinsic stimuli. PU.1 has been identified as an essential transcriptional regulator of hematopoiesis, required at multiple stages of myeloid and lymphoid differentiation. PU.1 can be detected in HSC, at higher levels in the common myeloid progenitors (CMP), and at high expression levels in granulocyte-macrophage progenitors (GMP) and mature myelomonocytic cells^1^. Within the lymphoid lineage, it is expressed in common lymphoid progenitors (CLP) and in pro-B and mature B lymphocytes^2^. PU.1 regulates the expression of almost all myeloid genes, including the cytokine receptors M-CSF-R^3,4^, GM-CSF-R^5^, and G-CSF-R^6^.

Loss of PU.1 expression leads to perinatal death with severe defects in the lymphoid and the myeloid lineages with a lack of monocytes/macrophages, B and T cells at birth. Additionally, studies using conditional PU.1 knock-out mice suggest that PU.1 plays an important role in the maintenance of the adult HSC pool and is required for the generation of CMP and CLP. While the loss of PU.1 in CMP prevents their maturation, it does not affect the proliferation of myeloblastic cells in culture^7^. However, PU.1 restricts excessive divisions of both normal hematopoietic stem cells (HSC)^8^ and leukemia “stem cells”^9^. At the same time, reduction of PU.1 levels below 20% of wild-type levels^10^, as well as Mx1-Cre-mediated conditional deletion of PU.1 in the hematopoietic lineages, have been shown to cause leukemias in adult mice^11^.

Aside from binding to cognate DNA sequences in the promoters and enhancers of its target genes, PU.1 also binds to multiple other transcription factors. Known partners include GATA-1^12–18^, GATA-2^19^, GATA-3^19–21^, RUNX1 (AML1)^22^, C/EBPα^23^, C/EBPβ^24^, Ski^25^, Evi-1^26^, Rb^27^, Bcl6^28^, IRF4^29^, and ICSBP/IRF8^30^. These interactions can modulate the transcriptional activity of PU.1. One example of an antagonistic interaction is the one described for PU.1 and GATA-1, which has been proposed as a general model for the initiation and resolution of mixed lineage states occurring during the differentiation of multipotent progenitors^17,31,32^. It further emphasizes that direct physical interactions between transcription factors are critical events for hematopoietic cell differentiation.

An example of a co-operative activation of target genes has been described for PU.1 and c-Jun, a member of the AP-1 transcription factor family, which includes JunB, JunD, and the Fos family, all of which are expressed in hematopoietic cells^33,34^. The AP-1 family has diverse effects, including the promotion of proliferation, differentiation, and apoptosis^35,36^. In the course of hematopoietic differentiation, c-Jun is upregulated during monocytic differentiation of myeloid cell lines^33,37–39^, and expressing a dominant negative c-Jun blocks monocytic differentiation^40^. When acting as part of the AP-1 complex, c-Jun is a bona fide transcription factor and interacts with a specific DNA-binding site, either as a homodimer or as a heterodimer with other AP-1 family members. However, c-Jun can play a different role when it interacts with PU.1. We previously reported that c-Jun directly binds and coactivates PU.1 on the M-CSF-R and IL-1β promoters, which lack AP-1 binding sites, demonstrating that c-Jun acts in these cases as a coactivator of PU.1 function, rather than as a classic transcription factor binding DNA^41,42^. The PU.1 region contacting c-Jun has been mapped to the Ets domain, whose three-dimensional structure has been extensively characterized^43,44^. This winged helix-turn-helix motif is conserved among Ets family members and serves both as a DNA-binding domain and a protein interaction domain with c-Jun^45^.

To address the importance of the interaction of PU.1 and c-Jun for hematopoietic cell differentiation, we generated and identified PU.1 mutants that do not physically interact with c-Jun but still retain intact DNA-binding capabilities. We isolated three mutants that satisfied these two criteria. In contrast to wild-type PU.1, these mutants exhibited impaired transcriptional activation ability and were unable to induce monocytic differentiation of a PU.1-deficient cell line. Moreover, mice carrying these mutations displayed an early block in myeloid differentiation and died perinatally. These results suggest that the induction of myeloid cell differentiation by PU.1 is dependent on the interaction with the PU.1 coactivator c-Jun. These findings are in line with the proposed mechanism of AML1-ETO-mediated myeloid leukemias in which the AML1-ETO fusion disrupts PU.1-c-Jun interaction and thereby leads to a differentiation block and malignant transformation^46^.

## Results

### Generation of PU.1 mutants defective in c-Jun interaction

To address the functional importance of the PU.1-c-Jun interaction for target gene activation, we performed a mutagenesis screen to identify PU.1 point mutations that specifically abolish binding to c-Jun while maintaining PU.1-DNA-binding. Briefly, we generated a library of PU.1 mutants by random PCR mutagenesis^47^ and tested these mutants in the yeast split-hybrid system (Supplementary Methods) for c-Jun interaction as previously described^48^. More information on the screen is shown in Supplementary Fig. S1. Mutants defective in c-Jun binding were analyzed by electrophoretic mobility shift assay (EMSA) for their DNA-binding capability. We identified three mutations that stringently met these two criteria (Fig. 1a). The Y252N mutation identified in this screen is located in the β4 beta-sheet of the Ets domain. This is in accordance with previous studies that mapped PU.1-c-Jun interactions to the β3/β4 region, comprising amino acids 243–254 of PU.1^41^. In addition, we found two adjacent c-Jun binding-deficient mutations (Q202L and F203Y) located in the β2 region of PU.1^44,49^. This region has been previously implicated in protein–protein interactions, particularly between PU.1 and C/EBPβ proteins^24^. Importantly, the crystal structure of the PU.1-DNA-binding domain bound to DNA demonstrates that the β2 and β3/β4 regions are directly adjacent and that the mutated amino acids are not located on the DNA-binding surface of the Ets domain^44,49,50^ (Fig. 1a).

**Fig. 1:**
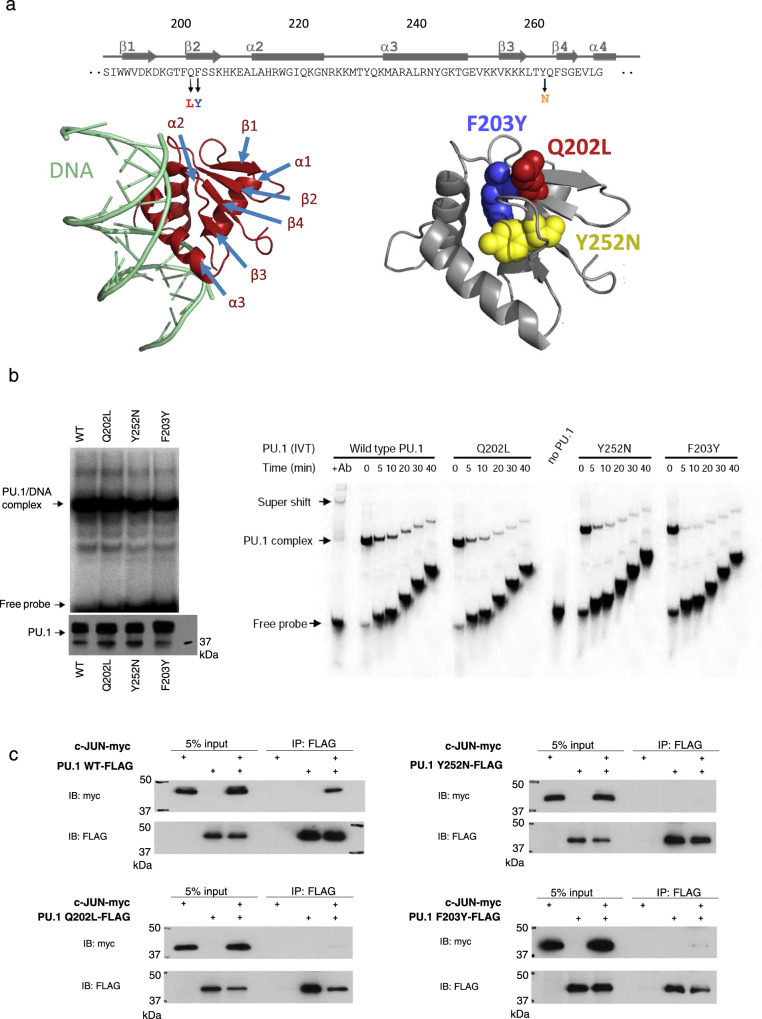
Identification and analysis of PU.1 interaction mutants that retain DNA binding. **a** Identified mutations in the beta-sheets of the human PU.1 Ets domain. The primary protein sequence, the position of the mutations, and their location within the 3D structure of the crystal of the Ets domain bound to DNA are shown. Crystal structure used PDB:1PUE. **b** The PU.1 mutants retain DNA-binding ability similar to that of wild-type PU.1(WT). Left panel: EMSA assay using a radiolabeled DNA probe containing the PU.1 binding site of the M-CSFR promoter. Equal amounts of WT and mutant PU.1 proteins were used for EMSA, as shown on the western blot probed with PU.1 antibody (below). Right panel: Following incubation of in vitro-translated (IVT) PU.1 proteins with labeled DNA, equal amounts of samples reflecting increasing times of competition were subsequently loaded onto the gel at the indicated time intervals. Probe alone (“no PU.1”) and a sample in which the PU.1-DNA complex was super-shifted with anti-PU.1 antibody (“+Ab”) were added as controls. Assays were repeated three times with representative blots shown. **c** Co-immunoprecipitation assays demonstrate the lack of interaction between mutant PU.1 proteins and c-Jun. Immunoprecipitation (IP) was carried out with anti-Flag antibody directed against Flag-tagged PU.1 and the immunoprecipitate blotted (IB) with anti-myc antibody recognizing myc-tagged c-Jun (lower panel). Assays were repeated three times with a representative blot shown. Source data for the blots can be found in Supplemental Data 1.

To determine more precisely their DNA-binding affinities, we performed a dissociation gel shift assay, in which each PU.1 protein was first incubated with a labeled PU.1 binding site oligonucleotide, and subsequently competed with an excess of unlabeled competitor oligonucleotide to measure the dissociation of the labeled complex over time. As shown in Fig. 1b, the Q202L and Y252N mutants bound to DNA with an affinity comparable to that of wild-type, while the F203Y mutant showed slightly lower affinity. As a control, none of the PU.1 proteins bound a similar DNA probe with a disrupted PU.1 site.

To ascertain that the isolated PU.1 mutants lost the ability to interact with full-length c-Jun in mammalian cells, we co-expressed the PU.1 mutants and c-Jun and performed co-immunoprecipitation experiments (Supplementary Methods). As shown in Fig. 1c, all three PU.1 mutants described here lost the c-Jun interaction in 293 T cells. Therefore, we have identified PU.1 mutations that meet the criteria of conserved DNA-binding and disrupted c-Jun interaction.

### PU.1 mutants have an impaired in vitro transactivation and differentiation potential

To assess the impact of the impaired PU.1-c-Jun interaction on PU.1 transcriptional activity, we performed luciferase assays in either CV-1 cells, which contain endogenous c-Jun, or F9 cells that lack it. Cells were co-transfected with the previously described PU.1-responsive human M-CSFR promoter reporter^41^ and PU.1 wild-type or mutant (Q202L, F203Y, and Y252N) expression constructs. Additionally, c-Jun was co-expressed to test its coactivation potential. Similar to what we have shown before, wild-type PU.1 alone activated the M-CSFR promoter (3-fold in CV-1 cells, 7-fold in F9 cells). Co-transfection of PU.1 and c-Jun resulted in a synergistic activation (15-fold in CV-1 cells, 25-fold in F9 cells) (Fig. 2a). In the F9 cells, The PU.1 mutants were able to activate reporter transcription only 2-fold (compared to 7-fold for wild-type) in the absence of c-Jun, and only 3.5-fold for Y252N and 5-fold for Q202L and F203Y in the presence of c-Jun protein (compared to 25-fold for wild-type PU.1). Hence, the PU.1 mutants failed to synergize with c-Jun to activate transcription of the M-CSFR promoter, suggesting that the PU.1-c-Jun interaction is required for robust transcriptional activation of this target gene. Similar results were obtained with a minimal promoter containing four PU.1 binding sites, demonstrating that the synergistic activation by PU.1 and c-Jun is dependent solely upon PU.1 sites and, furthermore, is not restricted to the M-CSFR promoter. To exclude the possibility that the mutations affect the predominantly nuclear localization of the PU.1 protein, we studied the subcellular localization and observed a similar localization pattern of the wild-type and mutant proteins (Supplementary Fig. S2). Taken together, these results suggest that a direct interaction between PU.1 and c-Jun is necessary for robust activation of certain PU.1 target genes.

**Fig. 2:**
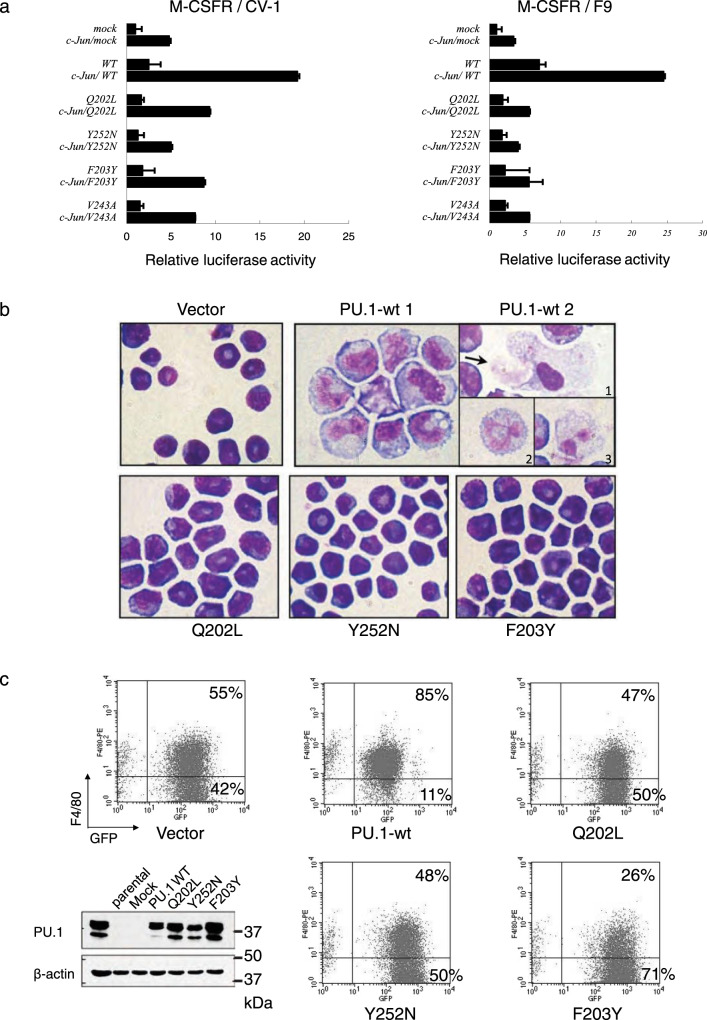
PU.1 mutants show impaired differentiation potential. **a** PU.1 mutants have impaired transactivation potential. F9 cells (no endogenous c-Jun) and CV-1 cells (expressing c-Jun) were transfected with a PU.1-responsive human M-CSFR promoter-luciferase reporter and either PU.1 alone or in combination with c-Jun to test coactivation potential. Mean of values of three independent experiments (*n* = 3) ±SD are shown. **b** PU.1 mutants fail to induce macrophage differentiation in a PU.1-deficient progenitor cell line. Wright-Giemsa staining of wild-type PU.1 (PU.1-wt) and mutant PU.1 (Q202L, Y252N, and F203Y) transduced 503 cells at day 14 cultured in differentiation medium. Magnification was ×1000. In contrast to only vector-transduced cells (Vector), 503 cells transduced with wild-type PU.1 differentiate into monocytes. The arrow (PU.1-wt 2-1) points to a cell being phagocytosed by a macrophage, as well as mature granulocytes with segmented nuclei (PU.1-wt 2–2 and 2–3). 503 cells transduced with the PU.1 mutants showed immature myeloid blasts similar to mock-transduced or parental 503 cells. Three independent experiments were performed with representative images shown. **c** Cell surface expression of the late macrophage marker F4/80 correlates with morphological signs of differentiation. 503 cells were transduced with wild-type (PU.1-wt) or mutant PU.1(Q202L, Y252N and F203Y), or with empty retroviral expression vector (Vector). Infected (EGFP^+^) cells were sorted, cultured for 10 days in differentiation medium and analyzed by flow cytometry for expression of F4/80 and EGFP expression. Protein extracts of the sorted cells were used for western blots analysis to assess PU.1 expression levels. (Fig. 2c, lower left panel). Three independent experiments were performed with representative images shown. Source data for the blot can be found in Supplemental Data 1.

Given the evidence of a crucial function of c-Jun in monocytic differentiation^51–53^, we tested the implications of the disrupted PU.1-c-Jun interaction on monocytic differentiation. For this, we reintroduced either wild-type or mutated PU.1 into the PU.1-deficient, immature myeloid cell line 503^54^. Wild-type PU.1 and mutants (Q202L, F203Y, and Y252N) were subcloned into the retroviral vector MIGRI^55^, transduced into 503 cells, and sorted for EGFP expression. Upon 10 days of culture with M-CSF, wild-type PU.1/503 cells clearly differentiated into monocytes (featuring large, light-blue cytoplasm and cleaved nucleus), as well as into macrophages (adherent to the dish and performing phagocytosis) and mature granulocytes. In contrast, 503 cells transduced with PU.1 mutants were not adherent and had immature myeloid blast features with typical dense blue, round-shaped nuclei and small cytoplasm, similar to the mock-transduced 503 cells (Fig. 2b).

The failure of mutant PU.1 to induce monocytic differentiation was further assessed by monitoring cell surface expression of F4/80, a marker of mature monocytes and macrophages. Following sorting, surface markers for monocytic differentiation were analyzed by flow cytometry on day 7. While the addition of wild-type PU.1 promoted monocytic differentiation, as marked by F4/80 expression, none of the three mutants was able to increase the number of cells expressing F4/80 compared to mock-transduced cells. Similar amounts of PU.1 protein were detected in sorted EGFP^+^ cells by Western blot analysis, demonstrating that the inability to differentiate was not caused by lower PU.1 protein concentrations (Fig. 2c). These results indicate that the PU.1 mutants have an impaired in vitro transactivation and lack the potential to induce myeloid differentiation.

### PU.1 mutant mice display an early lymphoid-myeloid differentiation block

The obvious impact of the point mutations on monocytic differentiation in cell culture prompted us to study the in vivo importance of PU.1-c-Jun interactions. We generated mice with a targeted mutation of the PU.1 gene, introducing the identified single-point mutations (Fig. 3a, b). Three independent knock-in mouse lines were established, carrying the Q202L, F203Y, or Y252N mutation, respectively. In the following, we will focus on the Q202L mutation, which showed the highest DNA-binding ability in vitro (Fig. 1b), but the results obtained with the F203Y mutation closely match those reported here for the Q202L mutation.

**Fig. 3:**
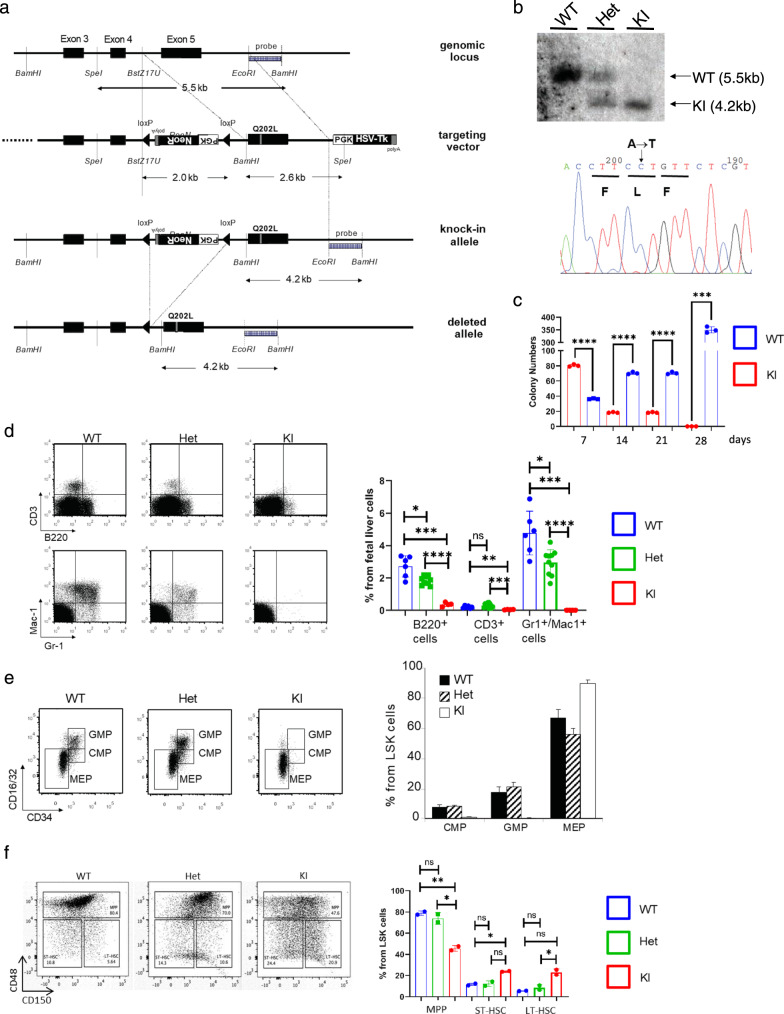
Generation of PU.1 knock-in mice and phenotypic analysis of their hematopoietic compartments. **a** Knock-in strategy. The point mutations (Q202L mutation shown here) were introduced into exon 5 by site-directed mutagenesis. Location of restriction sites within the targeted region and corresponding fragment sizes of digested DNA are shown. Cre-mediated recombination selectively excises the region between the loxP sites, comprising the neomycin selection cassette. Location of the DNA probe to screen for successful gene targeting is shown. **b** Left panel: Southern blot analysis of ES cell DNA after restriction with BamHI and SpeI shows wild-type (WT) and targeted (KI) alleles with their respective sizes, as marked in **a**. Right panel: verification of the point mutations by sequencing. The base pair change leading to the Q202L amino acid mutation was confirmed as indicated. Three independent experiments were performed with representative images shown. **c** The fetal liver cells of KI mice have self-renew ability. Total fetal liver cells of both WT and KI E14.5–16.5 mice were seed in M3434 methylcellulose containing SCF, IL-3, IL-6, and EPO. The total colony number was counted and same number of cells were replated in fresh medium every 7 days. Three independent experiments were performed. **d**–**f** Flow cytometry analysis of E14.5–16.5 fetal liver cells. The relative contribution of the listed cell populations to total live (DAPI^−^) fetal liver cells is shown as the mean of values from quadruplicates ±SD. Representative FACS profiles are shown for wild-type (WT), heterozygous (Het) and homozygous PU.1 Q202L knock-in cells (KI). Statistical p-values are control vs KI are as follows—for7 days, *p* < 0.0001; 14 days, *p* < 0.0001; 21 days, *p* < 0.0001; 28 days, *p* = 0.0004. **d** Analysis of mature B cell (B220^+^), T cell (CD3^+^), and myeloid (Gr-1^+^ Mac-1^+^) compartments. Statistical values are as follows—for B220 + cells—Het vs WT, *p* = 0.020; KI vs WT *p* = 0.002; KI vs Het, *p* < 0.0001. For CD3^+^ cells—Het vs WT, *p* = 0.058; KI vs WT *p* = 0.0026; KI vs Het, *p* = 0.002. For Gr1^+^Mac1^+^ cells—Het vs WT, *p* = 0.020; KI vs WT *p* = 0.0003; KI vs Het, *p* < 0.0001. **e** Analysis of hematopoietic lin^−^ c-kit^+^ Sca-1^−^ progenitor cell compartment. Distinct populations are marked in boxes: MEP (CD34^−^ CD16/32^−^), CMP (CD34^+^ CD16/32^low^), GMP (CD34^+^ CD16/32^hi^). **f** Analysis of hematopoietic LSK (c-kit^+^ Sca-1^+^ lin^−^) cells. Distinct populations are marked: ST-HSC (CD34^+^ Flt3^−^/CD48^−^ CD150^−^), LT-HSC (CD34^−^ Flt3^−^/ CD48^−^ CD150^+^), MPP (CD34^−^ Flt3^+^/CD48^+^). Statistical *p*-values are as follows—for MPP cells—Het vs WT, *p* = 0.41; KI vs WT *p* = 0.0067; KI vs Het, *p* = 0.049. For ST-HSC cells—Het vs WT, *p* = 0.77; KI vs WT *p* = 0.016; KI vs Het, *p* = 0.094. For LT-HSC cells—Het vs WT, *p* = 0.37; KI vs WT *p* = 0.079; KI vs Het, *p* = 0.041. All comparisons tested using two-tailed *t*-test with Welch’s Correction. ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. The experiments for **d**, **f** were validated through three independent experiments. The experiment for **e** was validated through two independent experiments.

When bred to homozygosity, the Q202L mutation knock-in (KI) mice were either born dead or died during the first day after birth. Analysis of litters at embryonic day 14.5–16.5 revealed that homozygous pups developed with normal Mendelian ratios. As the knock-in mice did not survive to the adult stage, we evaluated the progenitor populations in the fetal liver. To examine the role of the PU.1-c-Jun interaction on HSC self-renewal, we employed serial replating of total fetal liver cells from the WT or Q202L PU.1 mutant. Strikingly, abolishing the PU.1-c-Jun interaction impaired the ability of fetal liver cells to proliferate (Fig. 3c).

Further characterization of the fetal liver of these embryos revealed the complete absence of mature granulocytic and monocytic cells. In addition, there was a strong reduction in the total numbers B and T lymphocytes (Fig. 3d).

Next, we characterized the fetal liver progenitor compartment. The analysis of the fetal liver progenitor compartment showed a substantial reduction of common CMP and GMP, but not of myeloid-erythroid progenitors (MEP), in which PU.1 is not essential (Fig. 3e). To characterize the HSC compartment by staining for CD48 and CD150, abolishing the PU.1 c-Jun interaction caused a statistically significant decrease in the number of the multipotent progenitor (MPP) population with a concomitant accumulation of both long-term HSCs (LT-HSC) and short-term HSCs (ST-HSCs) (Fig. 3f). These results further support a differentiation block downstream of the HSC stage in the absence of a functional PU.1-c-Jun interaction.

Protein expression analysis using whole cell extracts of the unfractionated fetal liver did not show any detectable PU.1 expression in the mutants. To test whether this was caused by the lack of the cells normally expressing PU.1 (B cells, granulocytes, monocytes), or by a failure of the targeted construct to generate mRNA and protein, sorted hematopoietic stem and progenitor cells were analyzed for PU.1 transcription by quantitative real-time PCR (qPCR) (Supplementary Fig. S3). The c-kit^+^ Sca-1^−^ lin^−^ progenitor cells that express high levels of CD16/CD32 (FcγRII/III, similar to GMP), but low levels of CD34, have high levels of PU.1 transcript, similar to wild-type GMP. We sorted this population and performed western blot analysis of the PU.1 protein using comparable numbers of wild-type GMP and this aberrant population found in the mutant mice. Mutant PU.1 protein was indeed expressed (Supplementary Fig. S3), suggesting that the loss of the hematopoietic cells downstream of these cells is caused by a functionally defective PU.1 protein rather than by reduced PU.1 levels. This is in contrast to other PU.1 models, such as the previously characterized PU.1 URE knock-out model or the PU.1 conditional knock-out model^7,10,11^.

To ensure that the point mutation specifically abolishes the PU.1-c-Jun interaction, we tested the capability of PU.1 to interact with other transcription factors. As shown in Supplementary Fig. S4, the interactions of mutant PU.1 with C/EBPα, as well as with GATA-2 remain intact, albeit slightly decreased. These results strongly suggest that physical PU.1-c-Jun interaction is crucial for early lympho-myeloid differentiation in vivo.

### Expression of a mutant PU.1 fused to c-Jun partially rescues the differentiation block

To demonstrate that the reduced transcriptional activity of PU.1 mutants was caused specifically by the failure to interact with and recruit c-Jun to target promoters, we performed rescue experiments using mutant PU.1 fused to c-Jun via a flexible poly^-^linker (Fig. 4a). Newborn liver cells were isolated and transduced with retroviruses carrying different expression constructs, as well as enhanced green fluorescent protein (EGFP) driven by an internal ribosomal entry sequence (IRES). Transduced EGFP^+^ cells were subsequently isolated by flow cytometry and cultured for 14 days in a semi-solid M3434 medium containing SCF, IL-3, IL-6, and EPO. Expression of mutant PU.1 alone was not sufficient to overcome the differentiation block caused by the absence of wild-type PU.1 at an early monomyelocytic stage, observed in KI fetal liver. The cells kept an immature morphology similar to the mock-transduced cells. However, the introduction of either wild-type PU.1, or mutant PU.1 fused to c-Jun triggered differentiation into mature macrophages with large, highly vacuolated cytoplasm and small eccentric nucleus expressing high levels of the late monocyte marker F4/80 (Fig. 4b, c). Expression of c-Jun alone did not result in an upregulation of monocytic differentiation and had a negative impact on colony formation (Fig. 4c). These results demonstrate that the physical PU.1-c-Jun interaction is crucial for early myeloid differentiation in vivo. Furthermore, expression of the PU.1-c-Jun fusion protein rescued B-cell numbers (Fig. 4d, e).

**Fig. 4:**
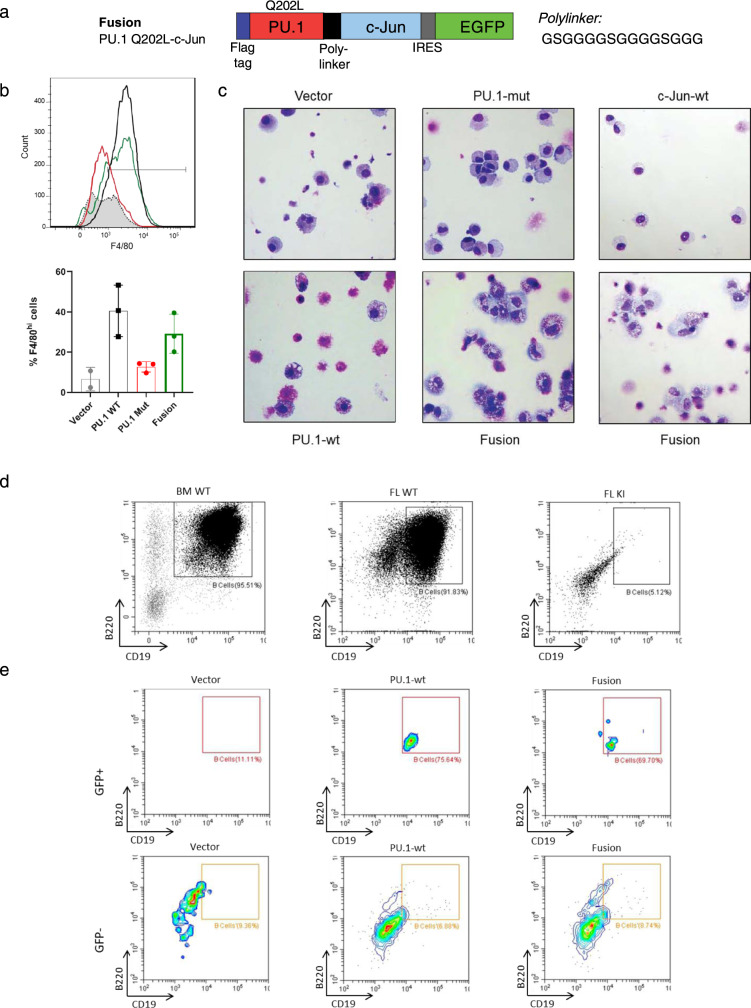
Fusion of mutant PU.1 with wild-type c-Jun rescues macrophage differentiation and B-cell differentiation. **a** Generation of a PU.1 Q202L-c-Jun fusion protein. The rescue construct consists of the PU.1 mutant Q202L with an N-terminal Flag tag fused in-frame via a flexible polylinker with the N-terminus of c-Jun. The construct was cloned into the retroviral MIGR1 vector containing IRES-GFP for selection. **b** Differentiation in cell culture of sorted KI fetal liver LSK cells transduced with MIGR1 retroviruses expressing GFP alone (Vector), GFP and wild-type PU.1 (PU.1-wt), GFP and Q202L mutant PU.1 (PU.1-mut), or GFP and Q202L mutant PU.1 fused with wild-type c-Jun (Fusion). After 14 days culture in M3434 methylcellulose containing SCF, IL-3, IL-6, and EPO, the percentage of F4/80^+^ mature macrophages within live GFP^+^ Gr-1^-^ cells was measured for three independent experiments. Bar graphs quantifying the increase in the F4/80^hi^ mature macrophages is shown on the right. Results were validated through two independent experiments. **c** Morphology of the cultured cells after 14 days in culture. Staining and imaging was performed once. **d**, **e** Differentiation in cell culture of sorted wild-type bone marrow (BM WT), wild-type fetal liver (FL WT), and mutant fetal liver (FL KI) LSK cells. Three independent experiments were performed with representative results shown (**d**), and FL KI LSK cells transduced with Vector, PU.1-wt and Fusion MIGR1 retroviruses (**e**). After 14 days culture in OP9 stromal cell containing Flt3-L and IL-7, the percentage of B220^+^/CD19^+^ mature B cells within live GFP^+^/GFP^−^ CD45^+^ CD3^−^ cells was measured. Bar graphs quantifying the percentage of the B cells are shown in Supplementary Fig. S6.

### Loss of interaction of PU.1 with c-Jun affects a subset of PU.1 target genes

To identify PU.1 target genes that help explain the severe differentiation block observed in the KI mice, and to assess the fraction of PU.1 target genes that are affected by the mutation, we sorted ST-HSC (CD150^−^ CD48^−^ LSK) from the fetal liver of KI and wild-type embryos (WT), a differentiation stage equally present in wild-type and mutant mice, as well as wild-type GMP (lin^−^ c-kit^+^ Sca-1^−^ CD16/32^hi^ CD34^+^) and the GMP-like population (lin^−^ c-kit^+^ Sca-1^−^ CD16/32^hi^ CD34^int^) appearing in mutant mice. We purified the RNA, performed cDNA synthesis, linear amplification, and microarray analysis to compare global gene expression changes between the samples. 

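Each of the 12 arrays measured the RNA of 1 sorted sample, with 3 samples each of KI ST-HSC, WT ST-HSC, KI GMP-like cells and WT GMP. The Affymetrix MG430 v2 array reads a transcript with a probe set, a group of short oligonucleotide probes, and many genes have more than 1 probe set. The authors amplified cDNA linearly with the Ovation Pico system, labeled it with biotin and normalized the arrays by RMA in R-Bioconductor, which corrects the background, aligns the distributions of the arrays and gives 1 log2 value per probe set. The median of the deposited log2 values ranged from 5.00 to 5.10 over the 6 ST-HSC arrays and was at most 4.79 in each of the 6 GMP arrays, so that levels were compared within a population and not between the populations. KI minus WT differences on the log2 scale were tested with limma in 1 fit of the 4 groups with 8 residual degrees of freedom, with Benjamini-Hochberg adjustment over 45037 probe sets. A positive difference is higher in KI. The test, the gene lists and the rule for naming genes were fixed before the data were examined and after the tables of the paper had been read, and some named genes were added later. With 3 arrays against 3, a two-sided exact permutation test of a single gene cannot go below a p of 0.1, and the number of arrays limits the precision of every value. The paper's text does not name the animals behind the 3 samples of a group, so p-values measure the spread between these samples, which may be technical. Across probe sets, replicates correlated at 0.982 to 0.990 in KI ST-HSC, 0.963 to 0.975 in WT ST-HSC, 0.968 to 0.973 in KI GMP-like cells and 0.968 to 0.975 in WT GMP.

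The paper and the sample records describe the samples differently in part. The paper sorted CD48-negative ST-HSC and the records of these samples give CD48-positive cells, while the title of their series gives CD48-negative ones. The paper's sort was from fetal liver, at days 14.5 to 16.5 for its assays of sorted progenitors, and the records give newborn liver, which the paper's reporting summary names beside day 16.5. Strain is C57Bl/6 in the records and 129xC57 in the paper's reporting summary. Among 10 measured genes of the surface markers of the gates, Slamf1, which encodes CD150, was higher in KI ST-HSC by 1.92 (standard error 0.22, adjusted p = 0.00132). It did not pass the test in KI GMP-like cells, at 0.14 (adjusted p = 0.869), nor did the difference between the populations, at −1.78 (adjusted p = 0.1). Fcgr3, a chain of CD16/32, was higher in KI ST-HSC by 1.68 (adjusted p = 0.00165), and at 0.63 (adjusted p = 0.157) in KI GMP-like cells (difference between the populations −1.05 (adjusted p = 0.294)). Cd34 was lower in both, at −1.41 (adjusted p = 0.00103) in KI ST-HSC and −2.87 (standard error 0.152, adjusted p = 6.98e-06) in KI GMP-like cells. Their gate is CD34-intermediate in the paper's results, while its methods and the sample records give a CD34-positive gate for GMP. In all, 2 of these genes were higher and 3 lower in KI ST-HSC (2 and 4 when adjusted over the list alone), and 2 were lower in KI GMP-like cells (1 higher and 4 lower when adjusted over the list alone). The study tabled 2 of the 10 genes on these samples. Their median log2 difference was −0.40 in ST-HSC (camera, a gene set test of limma, adjusted p = 0.254) and −0.14 in GMP (adjusted p = 0.0246, and 0.102 with an estimated correlation). Xist, the RNA of the inactive X chromosome of female cells, stood at a log2 value of 11.74 and 11.25 in WT ST-HSC replicates 1 and 3 and at 10.67 and 11.01 in WT GMP replicates 1 and 3. It stood at 3.70 in WT ST-HSC replicate 2, at 3.46 in WT GMP replicate 2 and at 2.98 to 3.78 in the 6 KI arrays.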

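In KI ST-HSC, transcripts of antigen-presenting cells, of monocytes and macrophages and of the B lineage were lower than in WT ST-HSC, and transcripts of megakaryocytes and erythroid cells were higher. Of 11 measured genes of MHC class II presentation, 8 fell (9 when adjusted over the list alone). Among them were H2-Eb1, a chain of the class II molecule, with a log2 difference of −6.25 (standard error 0.644, adjusted p = 0.000752), and Marchf1, a ubiquitin ligase that takes class II molecules off the cell surface, with −4.25 (adjusted p = 0.000714). Of the 3 probe sets of Marchf1, 1 did not pass. Of 34 monocyte and macrophage genes, 18 fell (24 when adjusted over the list alone). Mpeg1, a pore-forming protein of phagocytes, differed by −7.58 (standard error 0.395, adjusted p = 1.18e-05) and Irf8, a transcription factor of monocyte and dendritic cell development, by −6.30 (adjusted p = 3.66e-05). In the B lineage 9 of 21 genes fell (12 when adjusted over the list alone), with Rag1, which rearranges antigen receptor genes, at −4.47 (adjusted p = 0.00101) and Ighm, the heavy chain of IgM, at −3.18 (standard error 0.211, adjusted p = 4.29e-05), although 9 of the 11 probe sets of Ighm did not pass the test. Of 13 dendritic cell genes 3 fell (8 when adjusted over the list alone), including Itgax, which encodes CD11c, at −3.74 (adjusted p = 0.00157). Of 21 genes of the interferon response 6 fell (11 when adjusted over the list alone), including Irf7 at −2.09 (adjusted p = 0.00302). Of the list, Rsad2 and Ifi27 were also lower in WT ST-HSC replicate 2 than in the mean of the other WT arrays, by 1.78 and 1.60. Among 17 enzymes of the respiratory burst and the lysosome, 8 fell and 1 rose (10 and 1 when adjusted over the list alone). Cathepsin H (Ctsh) fell by 3.75 (adjusted p = 0.000488) and cathepsin D (Ctsd) rose by 0.76 (adjusted p = 0.00776).

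Of 20 megakaryocyte and platelet genes, 6 rose (12 when adjusted over the list alone), among them Gfi1b, a transcription factor of megakaryocytes and erythroid cells, at 2.92 (standard error 0.19, adjusted p = 3.83e-05). Of 19 erythroid genes 5 rose (11 when adjusted over the list alone). Among them were the carbonic anhydrase Car1 at 3.32 (adjusted p = 0.00856), which had an adjusted p of 0.0545 when only the 6 ST-HSC arrays were fitted. Another was Rhag, a channel of the red cell membrane, at 1.38 (adjusted p = 0.00296), which had an adjusted p of 0.0826 without the WT arrays of high Xist. Of 16 genes of mast cells, basophils and eosinophils 4 rose (7 higher and 1 lower when adjusted over the list alone), with the mast cell carboxypeptidase Cpa3 at 2.69 (adjusted p = 0.00062). Of 16 hepatocyte genes 2 fell (2 when adjusted over the list alone), including Afp, alpha-fetoprotein, at −1.53 (adjusted p = 0.00582); 4 of the 5 probe sets of Afp did not pass.

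**Figure D1:**
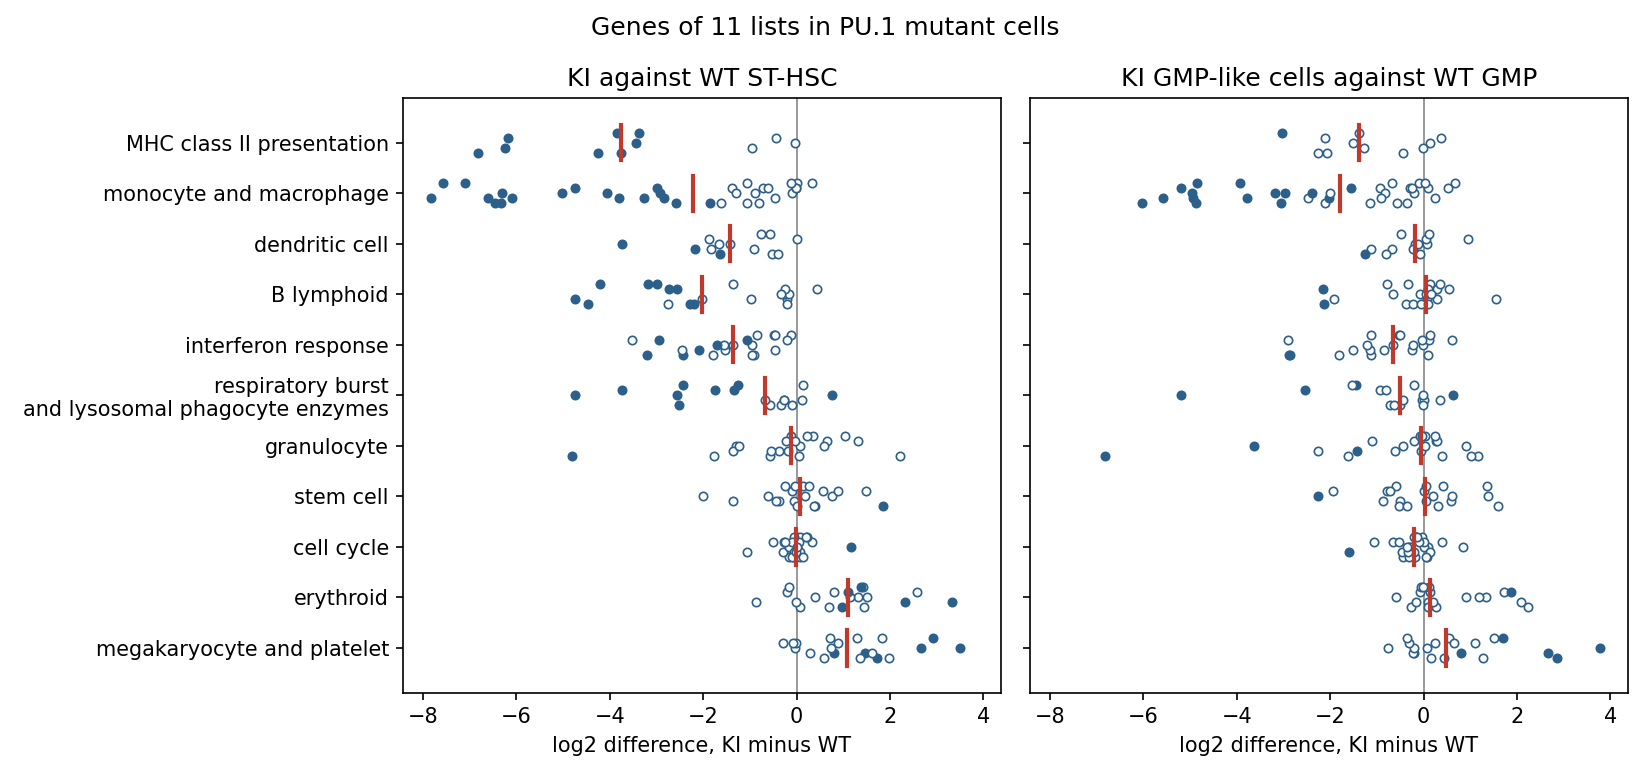
Log2 difference (KI minus WT) of each measured member of 11 gene lists in ST-HSC (left) and in GMP (right), 1 dot per gene, filled where the adjusted p was under 0.05 and open where it was not, with a red bar at the median of the list. In ST-HSC the median lay at −3.76 for MHC class II presentation and at 1.08 for megakaryocytes and platelets.

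Camera with a preset correlation of 0.01 between genes set each list against all other genes and found 12 of 22 lists shifted in KI ST-HSC, 3 higher and 9 lower. Of 10 splits of the same arrays, 2 called at least as many lists, the real split and another with 14. Each of the other splits still sets 2 KI arrays against 2 WT arrays, so it keeps part of the KI minus WT difference. The splits therefore cannot decide whether the number of lists is evidence of an effect. The median log2 difference was −3.76 for MHC class II presentation (adjusted p = 1.74e-15), −2.23 for monocytes and macrophages (adjusted p = 8.64e-34), −2.03 for the B lineage (adjusted p = 1.45e-13) and −1.43 for dendritic cells (adjusted p = 1.03e-09). It was −1.37 for the interferon response (adjusted p = 4.42e-12), −0.68 for respiratory burst and lysosomal enzymes (adjusted p = 2e-09), 1.08 for megakaryocytes (adjusted p = 2.75e-11) and 1.10 for erythroid genes (adjusted p = 5.12e-09). For mast cells it was 0.38 (adjusted p = 0.00734, and adjusted p = 0.39 with an estimated correlation) and for hepatocytes −0.33 (adjusted p = 0.00146, and adjusted p = 0.261 with an estimated correlation), and the other 10 shifted lists held with an estimated correlation. The mast cell shift did not pass without WT ST-HSC replicate 3 (adjusted p = 0.247) or with the Xist level of each array as a covariate (adjusted p = 0.387). Tables 1 to 3 of the study, drawn from these samples, hold 7 of the 11 MHC class II genes, 11 of the 34 monocyte genes and 5 of the 21 B-lineage genes, so that the counts of these 3 lists are not independent evidence of their direction.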

Significant differences in gene expression patterns between wild-type and mutant samples occurred already at the ST-HSC stage. 

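The changes in KI ST-HSC went in both directions, with larger falls than rises at the extremes. By the brightest probe set of each gene, the 10 largest falls among genes whose 3 KI arrays all lay below the 3 WT arrays were those of Ctss, Mpeg1, Csf1r, Cd74, Aif1, Ly86, Tlr3, Ms4a6b, Irf8 and H2-Eb1, genes of phagocytes and antigen-presenting cells. On a dimmer probe set H2-Aa fell further, at −8.54. Aif1 had a mean of 3.52 in KI ST-HSC, near background. Where the KI level is that low, a fall may be larger than printed, and its rank is not firm. Cd74, the invariant chain of MHC class II, had a log2 difference of −6.82 (standard error 0.801, adjusted p = 0.00149). Aif1, an actin-binding protein of macrophages, had −6.62 (adjusted p = 0.00244), Ly86, a partner of the receptor RP105, −6.46 (adjusted p = 0.000286) and Tlr3, a receptor for double-stranded RNA, −6.44 (adjusted p = 0.00111). Among the 10 largest rises were Perp, a membrane protein induced by p53, at 4.74 (standard error 0.405, adjusted p = 0.000225), the imprinted zinc finger gene Plagl1 at 4.35 (adjusted p = 0.00221), Pdzph1 at 3.86 (adjusted p = 1.32e-05), Dnajc6, a chaperone of clathrin uncoating, at 3.75 (adjusted p = 0.000714), and the calcium-binding protein S100a16 at 3.55 (adjusted p = 0.00157). Rnf217 at 4.44 (adjusted p = 0.00636) had an adjusted p of 0.0532 when only the 6 ST-HSC arrays were fitted, and the iron oxidase Heph at 3.77 (adjusted p = 0.0102) had 0.0620 with the Xist level as a covariate. Mgam at 5.71 (adjusted p = 0.0167) did not pass without any 1 of the KI replicates or without WT replicate 3 (adjusted p of 0.0553 to 0.0792). Some probe sets did not pass for Plagl1 (2 of 3), Dnajc6 (2 of 4), Rnf217 (2 of 4), Klf9 (4 of 7), Ltbp1 (2 of 3), Tlr3 (1 of 2) and Ms4a6b (1 of 2). Klf9 at 4.28 (adjusted p = 0.0429) did not pass without any 1 of the KI replicates, WT replicate 2 or WT replicate 3 (0.118 to 0.148). Ltbp1 at 3.87 (adjusted p = 0.0127) did not without KI replicate 1, KI replicate 2 or WT replicate 3 (0.0522 to 0.0567).

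Over all 45037 probe sets, 458 were higher and 538 lower in KI ST-HSC at an adjusted p under 0.05, representing 330 and 389 genes, and of these 149 and 277 probe sets differed by more than 2 on the log2 scale. In 242 of the higher and 305 of the lower genes the KI and WT arrays did not overlap. SAM on the 6 ST-HSC arrays, with a median of 0 false calls, gave 41 higher and 121 lower probe sets. Limma with the replicate number as a block gave 255 higher and 362 lower. The count was 354 lower without KI replicate 1, 200 higher and 291 lower without KI replicate 2, 232 and 341 without KI replicate 3, and 278 higher without WT replicate 3. Without the WT arrays of high Xist, replicates 1 and 3 of both populations, it was 608 higher and 796 lower, in a fit added after the data were seen that leaves 1 WT array per population and takes its spread from the other groups.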

Using the SAM algorithm to assess significant changes between the populations, we identified 25 genes that were upregulated and 61 genes that were downregulated in the mutant compared to wild-type ST-HSC, showing that mutation of PU.1 already affects these very immature hematopoietic precursor cells (Fig. 5a, b). RT-qPCR was also utilized to further validate the expression differences observed (Supplementary Fig. S5, Supplemental Table 1) To assess the importance of the PU.1-c-Jun interactions, we focused on the gene expression of direct PU.1 target genes that have been experimentally determined previously^56^. 

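Transcripts of 3 genes of the macrophage program, Csf1r, which encodes the M-CSF receptor, Ctss and Tyrobp, were lower in both mutant populations. Csf1r stood at a log2 value of 4.03 ± 1.08 (SD, n = 3) in KI ST-HSC and 11.13 ± 0.365 (SD, n = 3) in WT ST-HSC, a difference of −7.10 (standard error 0.834, adjusted p = 0.00149). In KI GMP-like cells it stood at 6.93 ± 1.99 (SD, n = 3) against 10.85 ± 0.366 (SD, n = 3) in WT GMP, a difference of −3.92 (standard error 0.834, adjusted p = 0.0409). Of the 3 probe sets of Csf1r, 1 did not pass in ST-HSC. Ctss fell from 10.83 ± 0.697 to 2.99 ± 0.509 in ST-HSC (SD, n = 3 each), by 7.84 (standard error 0.51, adjusted p = 3.83e-05), and from 7.58 ± 1.11 to 3.79 ± 0.062 in GMP, by 3.79 (adjusted p = 0.00426). For Tyrobp the difference was −2.98 (standard error 0.314, adjusted p = 0.000865) in ST-HSC, from 12.22 ± 0.105 to 9.24 ± 0.127, and −1.56 (adjusted p = 0.0327) in GMP, from 12.22 ± 0.113 to 10.66 ± 0.813.

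Of 28 measured textbook targets of PU.1, 12 fell and 2 rose in KI ST-HSC (19 and 2 when adjusted over the list alone), and 9 fell and 1 rose in KI GMP-like cells (13 and 3 when adjusted over the list alone). Cybb, the catalytic subunit of the phagocyte NADPH oxidase, fell by 4.74 in ST-HSC (adjusted p = 0.000865) and by 5.19 in GMP (adjusted p = 0.00052), and Ncf1, another subunit, by 1.75 (adjusted p = 0.0039) and by 2.54 (adjusted p = 0.00052). Of 3 probe sets each, 1 did not pass for Cybb in ST-HSC, for Cybb in GMP and for Ncf1 in GMP. Csf2rb, the shared beta chain of the GM-CSF, IL-3 and IL-5 receptors, rose in both populations, by 1.72 (adjusted p = 0.0149) and 1.90 (adjusted p = 0.0111). It did not pass in ST-HSC without KI replicate 1 (adjusted p = 0.0629), KI replicate 2 (0.0643) or KI replicate 3 (0.0519), nor in GMP when only the 6 GMP arrays were fitted (0.0698). The other target that rose in ST-HSC was Fcgr3. The list shifted down by a median of −1.51 in ST-HSC (camera adjusted p = 1.4e-14) and −0.84 in GMP (adjusted p = 6.7e-05), and both shifts held with an estimated correlation. The study tabled 8 of the 28 genes on these samples, so the list is not independent evidence of its direction.

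**Figure D2:**
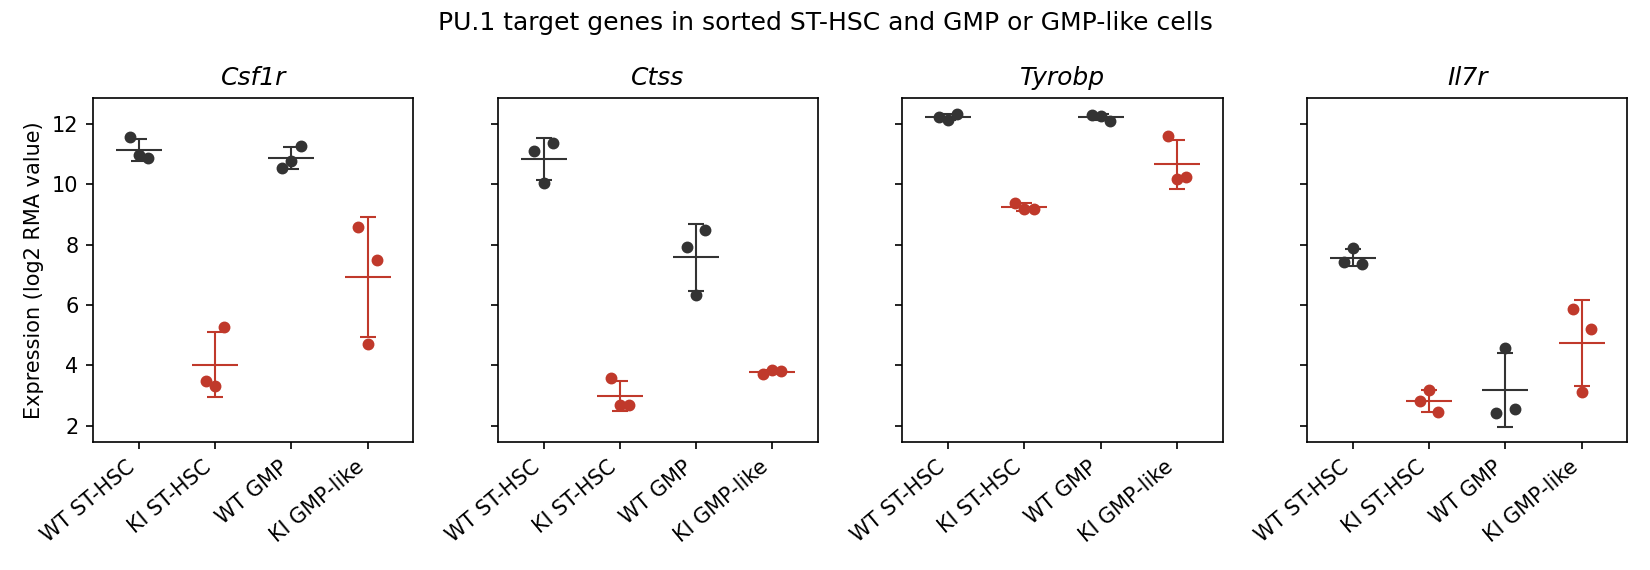
Log2 RMA value of Csf1r, Ctss, Tyrobp and Il7r in each array, 1 dot per array, with the mean and SD (n = 3) of KI and WT samples of both populations. The KI ST-HSC arrays of all 4 genes lie below the WT ST-HSC arrays.

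In GMP the call of Csf1r did not hold without KI replicate 3 (adjusted p = 0.0842), WT replicate 1 (0.0908), WT replicate 2 (0.0867) or WT replicate 3 (0.117), and that of Tyrobp held only without KI replicate 1, with 0.0796 without KI replicate 2, 0.111 without KI replicate 3 and 0.0754 to 0.0944 without WT replicate 1, 2 or 3. When only the 6 GMP arrays were fitted, the adjusted p was 0.171 for Csf1r, 0.191 for Tyrobp and 0.0517 for Ctss; with the Xist level as a covariate it was 0.137 for Csf1r and 0.116 for Tyrobp. Without the WT arrays of high Xist it was 0.333 for Csf1r and 0.284 for Tyrobp in GMP and 0.0606 for Csf1r in ST-HSC.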

We observed downregulation of a number of known targets in mutant ST-HSC and GMP-like cells, including, as expected, the gene encoding the M-CSF-R, but also other genes involved in macrophage recruitment and differentiation, such as the cysteine protease Cathepsin S (Ctss), and Tyrobp (DAP-12), an adapter protein coupling M-CSF-R signaling to stabilization and nuclear translocation of β-catenin^57^. Similarly, the IL-7 receptor alpha chain (Il7r), important for B-lineage differentiation, was significantly downregulated already in the ST-HSC population. In contrast, other direct PU.1 target genes, such as Blnk, the LPS co-receptor CD14, as well as Ly96, an adapter of TLR4 involved in LPS responsiveness, were unaffected by the mutation (Tables 1,2). 

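Il7r stood at a log2 value of 2.83 ± 0.369 (SD, n = 3) in KI ST-HSC and 7.57 ± 0.29 (SD, n = 3) in WT ST-HSC, a difference of −4.74 (standard error 0.692, adjusted p = 0.00523). In GMP it was 4.73 ± 1.42 (SD, n = 3) in KI GMP-like cells and 3.19 ± 1.21 (SD, n = 3) in WT GMP, a difference of 1.55 (adjusted p = 0.341) that did not pass the test. The difference of the effect on Il7r between the populations, GMP minus ST-HSC, was 6.28 (standard error 0.979, adjusted p = 0.076). It did not pass at an adjusted p under 0.05, which does not show that the effects are equal. A further probe set of Il7r did not pass the test in ST-HSC. The call of Il7r in ST-HSC was lost with the replicate number as a block.

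Of 24 measured receptors for colony-stimulating factors and cytokines, 6 fell and 1 rose in KI ST-HSC (9 and 1 when adjusted over the list alone). Il13ra1, a chain of the IL-13 receptor, was lower by −2.29 (adjusted p = 0.00189). Camera gave an adjusted p of 0.00734 for the list, at a median of −0.17 and a mean of −0.97, and 0.0425 with an estimated correlation; with the Xist level as a covariate the list did not pass (adjusted p = 0.0655). In KI GMP-like cells 2 fell and 1 rose (6 and 5 when adjusted over the list alone), at a median of −0.021 and a mean of −0.20, while the test pointed up (adjusted p = 0.911). The study tabled 3 of the 24 receptors on these samples, and the difference of the list between the populations was not tested.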

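None of these 3 genes passed the test in either population, and the intervals leave room for changes of different size. Blnk, an adapter of B cell receptor signaling, differed by −0.21 in KI ST-HSC (standard error 0.175, 95% confidence interval −0.59 to 0.18, adjusted p = 0.71) and by 0.082 in KI GMP-like cells (interval −0.30 to 0.47, adjusted p = 0.908). Cd14 differed by −0.22 in ST-HSC (standard error 0.337, interval −0.96 to 0.53, adjusted p = 0.873) and by −0.76 in GMP (interval −1.50 to −0.010, adjusted p = 0.339). Ly96 differed by −0.53 in ST-HSC (standard error 0.433, interval −1.49 to 0.43, adjusted p = 0.7) and by 1.02 in GMP (interval 0.057 to 1.97, adjusted p = 0.313). The intervals are not adjusted for the number of probe sets, and those of Cd14 and Ly96 in GMP leave out 0. Without the WT arrays of high Xist, Cd14 passed the test in GMP, at −1.70 (adjusted p = 0.0402).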

Of note, neither PU.1, nor c-Jun mRNA expression were significantly altered in the sorted cell fractions from the PU.1 mutant mice (Table 3).

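Spi1, the gene of PU.1 and the gene that carries the mutation, had a log2 value of 8.08, 8.18 and 8.16 in KI ST-HSC, 8.03, 7.89 and 7.98 in WT ST-HSC, 8.28, 8.95 and 8.71 in KI GMP-like cells and 7.95, 8.36 and 8.47 in WT GMP (replicates 1, 2 and 3). The difference was 0.17 in ST-HSC (standard error 0.186, 95% confidence interval −0.24 to 0.58, adjusted p = 0.798) and 0.39 in GMP (interval −0.022 to 0.80, adjusted p = 0.384). A point mutation need not change the signal of the probe set, so the level does not check the genotype of a sample. Jun, on the probe set of Table 3, differed by −0.089 in ST-HSC (standard error 0.915, interval −2.11 to 1.94, adjusted p = 0.982). In GMP Jun was uneven between replicates, at 8.50, 7.06 and 8.58 in KI GMP-like cells and 5.03, 8.58 and 4.32 in WT GMP, a difference of 2.07 (interval 0.043 to 4.09, adjusted p = 0.335). Without WT GMP replicate 2 this difference was 3.37 (adjusted p = 0.0120), and without the WT arrays of high Xist it was −0.53 (adjusted p = 0.863). The brighter of the probe sets of Jun differed by −0.95 (adjusted p = 0.606) in ST-HSC and 0.77 (adjusted p = 0.671) in GMP.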

**Fig. 5:**
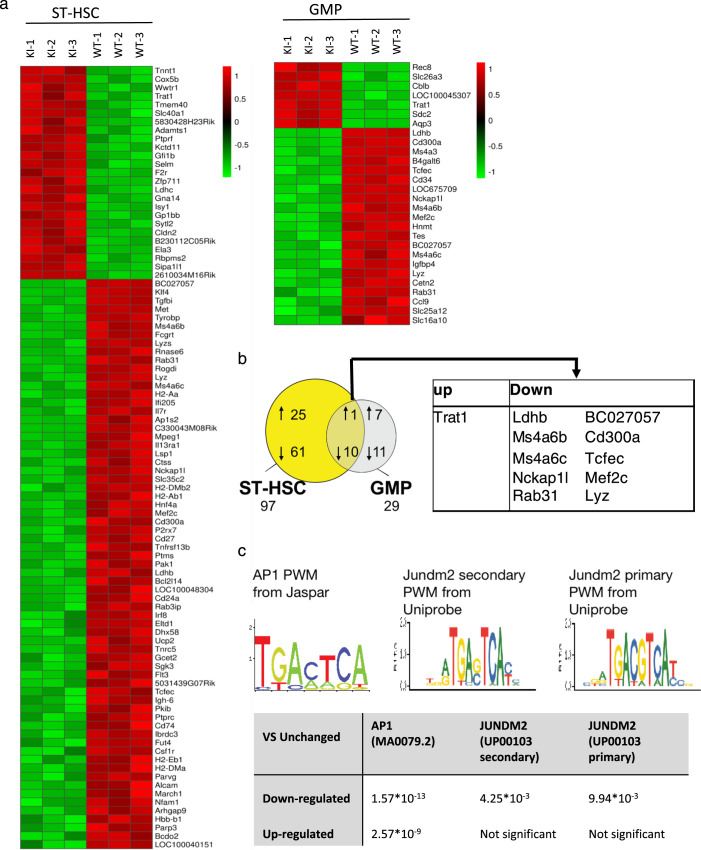
Loss of interaction with c-Jun affects a subset of PU.1 target genes characterized by PU.1 sites lacking adjacent AP-1 site. **a** Genome-wide mRNA expression profiles of ST-HSC (CD150^−^ CD48^−^ LSK, left) and GMP (lin^−^ ckit^+^Sca1^−^ CD16/32^hi^ CD34^+^, right) were generated using Affymetrix MG430v2 microarrays. Hierarchical clustering of genes differentially expressed in PU.1 KI cells. Only genes with a log2 fold change >2.0 were considered differentially expressed. **b** Venn diagram showing the overlap of differentially expressed features between wild-type and mutant samples. Numbers below the populations correspond to the sum of the up- and downregulated genes in the mutant population compared to the wild-type counterpart. The genes differentially expressed in both populations are listed in the table below the diagram. **c** AP-1 consensus motifs found in unaffected gene promoters. Sequence logos that correspond to enriched sequence elements, as identified by de novo motif analysis in PU.1 ChIP-seq regions in genes with unchanged expression in the PU.1 mutant samples are shown. The table lists the statistical significance of the occurrence of the motifs. Consensus AP-1 motifs as well as a closely related motif with an additional base at the core of the motif corresponding to the Jundm2 consensus are shown.

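In KI GMP-like cells, genes of monocytes and macrophages were again lower than in WT GMP and genes of megakaryocytes higher. By the paper's results the gate was CD34-intermediate for KI GMP-like cells and CD34-positive for WT GMP. The GMP differences may therefore reflect which cells were sorted, and this was not tested. By the brightest probe set of each gene, the largest falls were those of 3 membrane-spanning 4A genes, Ms4a3 at −6.83 (standard error 0.441, adjusted p = 2.9e-05), Ms4a6b and Ms4a6c, with the glycolipid enzyme B4galt6 at −5.86 (adjusted p = 5.62e-06). By the same measure the largest rises were those of the elastase Cela3b at 5.65 (standard error 0.472, adjusted p = 0.000196), Pfn2, an actin-binding profilin, at 5.44 (adjusted p = 0.00451) and the chloride exchanger Slc26a3 at 5.04 (adjusted p = 1.73e-05). Some probe sets did not pass for Pfn2 (1 of 3) and Slc26a3 (1 of 4). On a dimmer probe set Aqp3 rose by 6.31 (adjusted p = 0.000774) and 3 others of its 4 probe sets did not pass; Ldhb fell further than Ms4a3 on such a probe set. Further rises were those of Kel, the Kell blood group protein, at 4.41 (adjusted p = 0.000285), the growth factor Bmp4 at 4.20 (adjusted p = 5.33e-05) and the granule transport protein Sytl2 at 4.16 (adjusted p = 0.000186). Over all probe sets 475 were higher and 484 lower (324 and 354 genes), of which 147 and 172 differed by more than 2 on the log2 scale. In 217 of the higher and 254 of the lower genes the KI and WT arrays did not overlap. The count was 122 and 124 when only the 6 GMP arrays were fitted and 12 and 31 with SAM. With the replicate number as a block it was 230 and 238. It was 276 and 279 without KI replicate 3, 282 and 271 without WT replicate 1, and 267 higher without WT replicate 3. With the Xist level as a covariate 307 were higher and 300 lower, and without the WT arrays of high Xist 204 and 245.

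Of the 34 monocyte and macrophage genes, 15 fell (21 lower and 2 higher when adjusted over the list alone), at a median of −1.78 (camera adjusted p = 2.01e-19). Of the 20 megakaryocyte and platelet genes 5 rose (6 when adjusted over the list alone), at a median of 0.49 (adjusted p = 0.000334), with Gfi1b at 1.71 (adjusted p = 0.00142); Gfi1b did not pass without the WT arrays of high Xist (0.0683). Of the 17 respiratory burst and lysosomal enzymes 3 fell and 1 rose (9 and 1 when adjusted over the list alone), at a median of −0.50 (adjusted p = 0.000456). These 3 lists, with the PU.1 targets, held with an estimated correlation. The other 8 lists shifted in KI GMP-like cells did not, the surface markers of the gates included. Of the 11 MHC class II genes 1 fell, H2-DMa, a chaperone of peptide loading, at −3.03 (adjusted p = 0.00212) (6 when adjusted over the list alone), at a median of −1.38 (adjusted p = 0.00511, and adjusted p = 0.259 with an estimated correlation); H2-DMa did not pass on 1 of its 2 probe sets, nor without the WT arrays of high Xist (0.0808). H2-Eb1 did not pass in GMP, at −1.29 (adjusted p = 0.412), beside −6.25 in ST-HSC. The difference between these effects, at 4.96, did not pass either (adjusted p = 0.11), which does not show that they are equal. Of the 21 interferon response genes 2 fell (2 when adjusted over the list alone), at a median of −0.65 (adjusted p = 0.00191, and adjusted p = 0.274 with an estimated correlation). Of the 19 erythroid genes 1 rose, Tspo2 at 1.86 (adjusted p = 0.0034) (4 when adjusted over the list alone; Tspo2 0.107 without the WT arrays of high Xist), at a median of 0.14 (adjusted p = 0.00511, and adjusted p = 0.259 with an estimated correlation). Of the 20 T and NK lymphoid genes 4 rose and 1 fell (6 and 1 when adjusted over the list alone), at a median of 0.084 (adjusted p = 0.0113, and adjusted p = 0.102 with an estimated correlation), among them the granzyme Gzmb at 1.71 (adjusted p = 0.0007).

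Of the 13 dendritic cell genes 1 fell (5 when adjusted over the list alone), at a median of −0.19 (adjusted p = 0.0435, and adjusted p = 0.358 with an estimated correlation). This shift did not pass without KI replicate 1 (0.0790) or 2 (0.0836) or WT replicate 1 (0.0529), 2 (0.0556) or 3 (0.0615). Of 30 lineage transcription factors 1 rose and 1 fell (4 and 1 when adjusted over the list alone), at a median of 0.13 (adjusted p = 0.0418, and adjusted p = 0.266 with an estimated correlation). The members that moved were Gfi1b, which rose, and Irf8, which fell, at −3.18 (adjusted p = 0.00291) (0.0501 without the WT arrays of high Xist). The shift did not pass without KI replicate 2 (0.168) or 3 (0.0794) or WT replicate 1 (0.0820) or 3 (0.0514). Of 29 cell cycle genes 1 fell (1 higher and 1 lower when adjusted over the list alone), at a median of −0.20 (adjusted p = 0.0336, and adjusted p = 0.259 with an estimated correlation), and this shift did not pass without KI replicate 1 (0.113) or WT replicate 3 (0.0870). With the Xist level as a covariate, 6 of these shifts did not pass: MHC class II and erythroid (0.0644 each), dendritic cell (0.488), lineage transcription factors (0.261), cell cycle (0.134) and interferon response (0.398). With the mean of all probe sets of a gene, the lineage transcription factors (0.0828) and the cell cycle list (0.0625) did not pass. The dendritic cell list did not pass with the replicate number as a block (0.0694).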

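Ms4a6b, Ms4a6c, Cd300a and lysozyme 1, members of the monocyte and macrophage list, were lower in both mutant populations. Ms4a6b differed by −6.32 (standard error 0.269, adjusted p = 8.97e-06) in ST-HSC and −6.04 (adjusted p = 2.88e-06) in GMP, Ms4a6c by −6.10 and −5.57, and Nckap1l, an actin regulator of blood cells, by −5.19 (adjusted p = 1.05e-05) and −5.12 (adjusted p = 5.62e-06). The inhibitory receptor Cd300a differed by −4.05 and −4.96, Tifab (BC027057) by −4.31 and −5.11, the transcription factor Tfec (Tcfec) by −3.81 and −4.94, lysozyme 1 (Lyz1) by −3.26 and −2.03, and Rab31, on the probe set of the tables, by −2.67 and −3.03. Of these 8 genes none differed in its effect between the populations at an adjusted p under 0.05 of the limma interaction test, and their interaction p lay between 0.147 and 0.984. The lactate dehydrogenase Ldhb was lower by −3.80 in ST-HSC and −7.43 in GMP, and the difference of −3.64 (adjusted p = 0.00271) passed that test; for a brighter probe set of Ldhb it did not, at −1.58 (adjusted p = 0.384). For Mef2c, a transcription factor of myeloid and lymphoid cells, the values were −2.29 and −4.28 with a difference of −1.99 (adjusted p = 0.0445), and −1.68 (adjusted p = 0.158) on a brighter probe set. Trat1, an adapter of T cell receptor signaling, rose by 3.37 and 3.84 on the probe set of the tables, and did not pass on another probe set (adjusted p of 0.121 and 0.0732). Of 2 probe sets each, 1 did not pass for Ms4a6c and Cd300a in both populations and for Ms4a6b in ST-HSC. Of the 3 probe sets of Lyz1, 1 did not pass in each population. These genes were chosen by the study on these samples.

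In all, 129 probe sets (96 genes) were higher and 163 (113 genes) lower in both populations, where lists independent of each other would share 4.83 and 5.78, and 2 probe sets went in opposite directions (Fisher's exact test, two-sided, p = 3.1e-148 for higher and 3.1e-194 for lower). The test takes probe sets and comparisons as independent, which they need not be. Deviations of same-numbered WT ST-HSC and WT GMP arrays from their group correlated at 0.147, 0.164 and 0.0618 (replicates 1 to 3). Those of same-numbered KI ST-HSC and KI GMP-like arrays correlated at 0.0346, −0.100 and 0.00255. The sample records do not state which samples share an embryo. The overlap was 75 higher without KI ST-HSC replicate 1, 58 higher and 89 lower without KI ST-HSC replicate 2, and 65 higher without KI ST-HSC replicate 3. With the replicate number as a block it was 69 higher and 103 lower. It was 44 and 64 when each population was fitted alone, 79 and 80 without the WT arrays of high Xist, and 3 and 15 with SAM. From the accumulation of GMP-like cells, the paper proposes that mutant PU.1 keeps some function and might act on only part of its targets. The overlap does not test this.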

**Table 1:** Selected genes dysregulated in PU.1 mutant ST-HSC.

Gene symbol	Gene title	Probe ID	Fold change (log_2_)
	**MHC-associated genes**		
*H2-Aa*	Histocompatibility 2, class II antigen A, alpha	1435290_x_at	−8.56
*Cd74*	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	1425519_a_at	−7.03
*H2-Eb1*	Histocompatibility 2, class II antigen E beta	1417025_at	−6.30
*H2-Ab1*	Histocompatibility 2, class II antigen A, beta-1	1450648_s_at	−6.28
*H2-DMb2*	Histocompatibility 2, class II, locus Mb2	1443686_at	−4.71
*March1*	Membrane-associated ring finger (C3HC4) 1	1440209_at	−4.34
*H2-DMa*	Histocompatibility 2, class II, locus DMa	1422527_at	−3.42
*Fcgrt*	Fc receptor, IgG, alpha chain transporter	1416978_at	−2.67
	**Macrophage genes**		
*Ctss*	Cathepsin S	1448591_at	−7.88
*Mpeg1*	Macrophage expressed gene 1	1427076_at	−7.73
*Csf1r*	Colony stimulating factor 1 receptor	1419872_at	−6.84
*Irf8*	Interferon regulatory factor 8	1416714_at	−6.20
*Tcfec*	Transcription factor EC	1419537_at	−3.81
*Lyz*	Lysozyme	1436996_x_at	−3.25
*Lyzs*	Lysozyme	1423547_at	−2.92
	**B-cell gene**		
*Il7r*	Interleukin 7 receptor	1448575_at	−4.72
*Igh-6*	Immunoglobulin heavy chain 6 (heavy chain of IgM)	1427351_s_at	−3.16
*Gcet2*	Germinal center expressed transcript 2	1420544_at	−2.73
*Ptprc*	Protein tyrosine phosphatase, receptor type C	1422124_a_at	−2.62
*Tnfrsf13b*	Tumor necrosis factor receptor superfamily, member 13b	1423182_at	−2.57
	**T-cell genes**		
*Cd27*	CD antigen 27	1452389_at	−2.46
*Il13ra1*	Interleukin 13 receptor, alpha 1	1427165_at	−3.94

**Table 2:** All genes significantly dysregulated in PU.1 mutant GMP-like cells.

Gene symbol	Gene title	Probe ID	Fold change (log_2_)
*Ldhb*	Lactate dehydrogenase B	1434499_a_at	−7.43
*Ms4a3*	Membrane-spanning 4-domains, subfamily A, member 3	1420572_at	−6.79
*Ms4a6b*	Membrane-spanning 4-domains, subfamily A, member 6B	1418826_at	−6.06
*B4galt6*	UDP-Gal:betaGlcNAc beta-1,4- galactosyltransferase, polypeptide 6	1423228_at	−5.91
*LOC675709*	Similar to Beta-1,4-galactosyltransferase 6 (Beta-1,4-GalTase 6) (Beta4Gal-T6)	1460329_at	−5.82
*Ms4a6c*	Membrane-spanning 4-domains, subfamily A, member 6 C	1450234_at	−5.64
*Nckap1l*	NCK associated protein 1 like	1428786_at	5.09
*BC027057*	cDNA sequence BC027057	1444546_at	−5.07
*Cd300a*	CD300A antigen	1435903_at	−4.95
*Tcfec*	Transcription factor EC	1419537_at	−4.91
*LOC675709*	Similar to Beta-1,4-galactosyltransferase 6 (Beta-1,4-GalTase 6) (Beta4Gal-T6)	1435758_at	−4.40
*Mef2c*	Myocyte enhancer factor 2 C	1421027_a_at	−4.28
*Hnmt*	Histamine N-methyltransferase	1417702_a_at	−3.66
*Slc25a12*	Solute carrier family 25 (mitochondrial carrier, Aralar), member 12	1428440_at	−3.19
*Ccl9*	Chemokine (C-C motif) ligand 9	1417936_at	−3.06
*Rab31*	RAB31, member RAS oncogene family	1416165_at	−3.00
*Tes*	Testis derived transcript	1460378_a_at	−2.91
*Cd34*	CD34 antigen	1416072_at	2.87
*Slc16a10*	Solute carrier family 16 (monocarboxylic acid transporters), member 10	1436368_at	−2.67
*Lyz*	Lysozyme	1439426_x_at	−2.03
*Igfbp4*	Insulin-like growth factor binding protein 4	1423756_s_at	−1.59
*Cetn2*	Centrin 2	1418579_at	−1.10
*Cblb*	Casitas B-lineage lymphoma b	1458469_at	1.67
*Rec8*	REC8 homolog (yeast)	1419147_at	2.05
*LOC1000453*	Similar to Synaptotagmin-like	1425787_a_at	2.71
*07///Sytl3*	3///synaptotagmin-like 3		
*Sdc2*	Syndecan 2	1448545_at	2.77
*NA*	NA	1445627_at	3.29
*Trat1*	T-cell receptor associated transmembrane adaptor 1	1427532_at	3.83
*Slc26a3*	Solute carrier family 26, member 3	1421445_at	4.11
*Aqp3*	Aquaporin 3	1422008_a_at	6.35

**Table 3:** Unaffected PU.1 Target Genes.

Gene symbol	Gene title	Probe ID	Fold change (log_2_)
*Sfpi1*	SFFV proviral integration 1	1418747_at	0.12
*Jun*	Jun oncogene	1448694_at	1.01
*JunB*	JunB oncogene	1415899_at	0.13
*Blnk*	B-cell linker	1451780_at	0.08
*CD14*	CD14 antigen	1417268_at	−0.90
*Ly96*	Lymphocyte antigen 96	1449874_at	1.08

### The AP-1 motif is highly enriched in promoters of unaffected PU.1 target genes

PU.1 binding sites have been mapped by chromatin immunoprecipitation-coupled deep sequencing (ChIP-seq) in the PU.1-inducible myeloid progenitor cell line PUER^19^, as well as in peritoneal macrophages and in B cells^56,58^. To correlate the gene expression observed in our PU.1 mutant cells with putative PU.1 binding, we analyzed the published data from Heinz and colleagues^58^, obtained with PUER cells. First, we divided all expressed genes into three groups based on their differential expression within the PU.1 mutant populations: unaffected, downregulated or upregulated in comparison with wild-type cells. We then considered the PU.1 binding sites localized within each gene or its ±50 kb flanking region as potential PU.1 target sites. We subsequently retrieved the corresponding DNA sequences and performed a Position Weight Matrix (PWM) search using PSCAN^59^ on current public transcription factor databases: Jaspar^60^ and Uniprobe^61^. The PWM search allowed us to identify transcription factor binding sites associated with PU.1 within the three groups. Jaspar uses the consensus sequence TGANTCA as AP-1 matrix (Fig. 5c, left panel), while Uniprobe uses two matrices describing the binding site of the AP-1 transcription factors: The first matrix corresponds to the canonical AP-1 matrix, while the second has an additional nonconserved residue in the center of the motif (TGANNTCA) (Fig. 5c, middle and right panel) and is the consensus site for Jundm2, another member of the Jun family.

According to PScan, when searching the promoter region (−950 ± 50 bp) of the unaffected genes noted in Table 3 against the TRANSFAC database, the top transcription factor candidate was AP-1 with *p* = 0.0012. The 2nd and 3rd candidates are STAT3 (p = 0.0025) and BACH2 (*p* = 0.0041). It is therefore evident that the best matching TF motif identified in the unaffected genes is AP-1. We also noted the absence of Pu.1 partner TF’s such as CEBPA (*p* = 0.26) and GATA-2 (*p* = 0.32), GATA-1 (*p* = 0.29), MYB (*p* = 0.42), and AML1 (*p* = 0.51).

As shown in Fig. 5c, we found a noticeable enrichment of the AP-1-binding motif in the regions immunoprecipitated by PU.1 in genes that were not affected by the PU.1 mutation. Moreover, the Jundm2 primary matrix, which allows a gap of 2 nucleotides between both halves of the core motif, is significantly over-represented in the unchanged group compared to the downregulated group. This finding could explain how a subset of bona fide PU.1 target genes is still activated by the PU.1 mutant that cannot directly recruit c-Jun to form a transcriptional coactivator complex. Therefore, the direct interaction of PU.1 and c-Jun appears to be crucial in regulatory regions without AP-1 sites adjacent to PU.1, while the binding of both factors in close proximity to each other might alleviate the requirement of a robust direct interaction to form a ternary complex.

## Discussion

PU.1 is a master regulator of myelopoiesis and lymphopoiesis due to its crucial role in directing the generation of monocytes and lymphocytes^62,63^. Furthermore, PU.1 cooperates with several transcription factors to orchestrate entire transcriptional networks that establish cellular identity or drive the differentiation of multipotent progenitor cells into distinct lineages^56,58,64^. We have previously identified c-Jun to be a direct interaction partner of PU.1 that plays a role in monocytic differentiation^41^. PU.1 interacts via the Ets domain with the basic domain of c-Jun in vitro^45^, and the recruitment of c-Jun by PU.1 enhances the activity of the M-CSF-R promoter, which lacks an AP-1-DNA-binding site^41^. We investigated the importance of this interaction for PU.1 function using PU.1 mutants which fail to interact with c-Jun but still retained DNA-binding ability. These mutations are located in the β2 and β3/β4 regions of the Ets domain, on a molecular surface facing away from the DNA, suggesting that this surface area participates directly in PU.1-c-Jun protein–protein interactions. We did not identify any mutations in the PEST domain, suggesting that this domain, which mediates interactions with IRF factors, does not play a role in the PU.1-c-Jun interaction. Our findings are consistent with previous reports of interactions between the PU.1 Ets domain and c-Jun^41,45^. Furthermore, the PU.1 mutants maintained intact binding to C/EBPα and GATA-2, confirming the specificity of the mutation sites.

We previously showed in a PU.1 knockdown model that c-Jun overexpression can help overcome the myelomonocytic differentiation block caused by substantially reduced PU.1 expression in vitro^65^. While that model demonstrated the importance of both PU.1 and c-Jun for monocytic differentiation, it neither dissected the requirement of their interaction on the protein level nor did it address terminal macrophage differentiation. Here we provide evidence that direct interaction of PU.1 with c-Jun is absolutely required to allow PU.1-mediated macrophage differentiation.

In the present manuscript, the importance of the PU.1-c-Jun interaction was further demonstrated in vivo by the generation of a PU.1 mutant knock-in mouse model. We observed an early block of hematopoietic differentiation with an accumulation of cells at a GMP-like stage with consecutive loss of the more mature myeloid populations, which is absent in PU.1-deficient mice^7^. This suggests that the mutant PU.1 maintains residual function and might affect a subset of PU.1 target genes, presumably those genes that require recruitment of c-Jun for activation. In contrast to PU.1 knockdown and knock-out models, the observed effect is not caused by reduced PU.1 levels, as we can detect both mRNA and protein in amounts that surpass 50% of wild-type levels in the stem and progenitor cell populations (Supplementary Fig. S3). PU.1^KI/+^ mice, however, have a normal phenotype, in line with the observation that only mice expressing 20% or less of PU.1 wild-type levels show a phenotype^10^. To show that specifically the interaction of PU.1 with c-Jun is required for myeloid differentiation, we generated a rescue construct consisting of c-Jun tethered to mutant PU.1 protein and expressed it in mutant LSK cells. The in vitro data presented here show that PU.1-c-Jun interactions are essential for the differentiation of progenitors into mature monocytes and macrophages and that a fusion construct of c-Jun tethered to mutant PU.1 was able to rescue this process, while overexpression of c-Jun in the background of the PU.1 mutant did not have a beneficial effect on monocytic differentiation.

While the B and T lymphoid, as well as the myeloid lineages, were virtually absent in the fetal liver of mutant mice, MEP and erythroid cells were essentially normal, suggesting that PU.1-c-Jun interactions are not required in this lineage. Our mouse model suggests, similar to the model of Jacobsen and colleagues, that MEP are not necessarily derived from LMPP, but can branch off directly from an earlier progenitor or HSCs^66^. Our PU.1 mutant knock-in mouse model could be a useful tool to study this hypothesis.

To gain further insight into the pathways affected by the mutation, we sorted ST-HSC and the GMP-like population from mutant fetal liver and compared their gene expression profile with wild-type ST-HSC and GMP populations. We observed that a number of genes were deregulated in ST-HSC, emphasizing the fact that functional PU.1 is required for normal gene expression already at this early differentiation stage. Interestingly, closer inspection of known direct PU.1 target genes, previously characterized in immature myeloid cells, revealed a subset that was unaffected by the PU.1 point mutation, including Blnk, Ly96, and CD14. In addition, mRNA expression of PU.1 itself, but also of c-Jun and JunB, was unchanged in both ST-HSC and GMP-like cell populations.

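Junb differed by −0.29 in KI ST-HSC (standard error 0.187, 95% confidence interval −0.71 to 0.12, adjusted p = 0.59) and by 0.12 in KI GMP-like cells (interval −0.29 to 0.54, adjusted p = 0.857). Of 17 measured members of the AP-1 family, the dimer partners of c-Jun and their relatives, 1 rose in KI ST-HSC (1 when adjusted over the list alone), Fosl1, at 1.86 (standard error 0.299, adjusted p = 0.00871), and 1 rose in KI GMP-like cells (2 higher and 2 lower when adjusted over the list alone), Jund, at 0.91 (standard error 0.151, adjusted p = 0.0137). Fosl1 stood at 0.69 (adjusted p = 0.323) in GMP and Jund at 0.14 (adjusted p = 0.799) in ST-HSC. The difference of the effect between the populations did not pass for Fosl1, at −1.17 (adjusted p = 0.497), or Jund, at 0.77 (adjusted p = 0.314). The median of the family was −0.19 and the mean 0.0099 in ST-HSC, where the test pointed down (camera adjusted p = 0.981), and 0.12 in GMP (adjusted p = 0.113). Of the 17 members, 2 stand in the study's Table 3. Fosl1 did not pass when only the 6 ST-HSC arrays were fitted (0.0657), nor on 1 of its 2 probe sets. Jund did not pass without KI GMP-like replicate 3 (0.0527), when only the 6 GMP arrays were fitted (0.123), with the Xist level as a covariate (0.0786) or without the WT arrays of high Xist (0.167), nor on 1 of its 2 probe sets.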

Other groups have carried out global studies of PU.1 binding and target gene expression in both myeloid and lymphoid cells^56,58^. These studies identified a large number of PU.1 binding regions within the regulatory regions of genes that were activated upon induction of PU.1 expression, thereby being bona fide direct PU.1 target genes. Using these regions as references, we queried the list of genes expressed in the ST-HSC of the mutant mice for common binding motifs. We identified an enrichment of AP-1 sites in the regulatory regions detected by ChIP-seq in genes that were not affected by the PU.1 mutation. Additionally, a motif associated with the related AP-1 transcription factor Jdm2, consisting of a very similar binding matrix, was highly enriched in the genes that were unaffected by the PU.1 mutation compared with genes that were downregulated. These findings suggest that, in this case, direct DNA binding of c-Jun adjacent to PU.1 could allow the assembly of PU.1-c-Jun complexes even when protein–protein interactions are disrupted. In scenarios in which c-Jun binding cannot occur adjacent to PU.1, such as in the M-CSFR promoter, direct protein–protein interactions might be absolutely required for PU.1-c-Jun coactivation to occur, as our experimental data suggests. The occurrence of nonconsensus AP-1 motifs that cannot bind AP-1 complexes in the absence of adjacent Ets binding sites has been observed previously (ref. ^45^ and references therein). Here, we specifically addressed the interactions with PU.1, and we observe a very severe block in hematopoietic differentiation in vivo.

The importance of the PU.1-c-Jun interactions, as observed in our mouse model, also becomes apparent in two leukemia models in which this interaction is affected. First, ectopic expression of Evi-1 in mouse bone marrow can lead to myeloid dysplasia, caused by its association with PU.1, which competes with c-Jun binding. At the same time, Evi-1 can associate with GATA-1, blocking erythropoiesis, thereby leading to anemia^26^. As a second example, the AML1-ETO fusion protein found in t(8;21) myeloid leukemia can prevent c-Jun binding to PU.1, thereby inactivating the expression of PU.1 target genes and arresting myeloid differentiation^46^.

The relevance of the PU.1-c-Jun interaction is further corroborated by the fact that abolishing the PU.1-c-Jun interaction enhanced the self-renewal capacity of fetal liver cells in serial replating experiments (Fig. 3C). This sustained self-renewal of fetal liver cells suggests that the PU.1-c-Jun interaction is important for promoting myeloid differentiation and that the absence of the PU.1-c-Jun interaction could potentially contribute to myeloid leukemia. Such enhanced self-renewal is observed in cells transduced with the oncogenic fusions HRX-ENL^67^, AML1-ETO^68^, and MOZ-TIF2^69^.

Similar to the observed combinations of PU.1 and C/EBPβ in myeloid cells, and PU.1 and E2A in B cells^58^, the PU.1-c-Jun combination studied here might act as a beacon for the assembly of cell-type and differentiation-specific promoter complexes. It would be of interest to perform similar ChIP-seq experiments using PU.1 and c-Jun in wild-type and mutant backgrounds to analyze target gene-specific sequence motifs to further dissect this critical interaction.

## Materials and methods

### Generation of PU.1 mutants which bind DNA but do not interact with c-Jun

PU.1 point mutations in the Ets domain were generated by random PCR mutagenesis^47^. Mutants were subsequently screened by a yeast split-hybrid assay as previously described^48^. Detailed information about the screen can be found in the supplement. Mutants defective in c-Jun binding were further analyzed by electrophoretic mobility shift assay (EMSA) for their DNA-binding capability.

### Electrophoretic mobility shift assays (EMSA)

In vitro recombinant human PU.1 protein was produced by Sp6 priming using the TNT kit (Promega) and ^35^S-labeled methionine (PerkinElmer Life Sciences). Two microliters of total protein from the TNT reaction was loaded on a 6% SDS-PAGE gel to confirm efficient translation and equivalent protein production of human PU.1 wild-type and mutant proteins. Oligonucleotides derived from the CD11b promoter containing a defined PU.1 binding site were annealed to form a double-stranded probe, radiolabeled with ^32^P-γ-ATP (PerkinElmer Life Sciences) by T4 polynucleotide kinase (New England Biolabs), and purified through a Sephadex G-25 column (Roche Applied Science). EMSA was performed using previously published conditions^70^. PU.1 antibody (Santa Cruz sc-352) was used for supershift.

Dissociation gel shift assays were performed to assess the stability of complexes of mutated PU.1 protein with DNA oligonucleotides from the human CD11b promoter^41^. We confirmed by western blot that an equal amount of PU.1 wild-type and mutant proteins were in vitro-translated using 1 μg of DNA in the pcDNA3 vector. These in vitro-translated proteins were then incubated with radiolabeled oligonucleotides for 20 min on ice. After retrieving the first sample (t = 0), a 25-fold excess of unlabeled oligonucleotides was added to the reaction. Aliquots taken at the indicated time points after the addition of competitor were loaded onto 6% polyacrylamide gels, run in 0.5% TBE buffer, and analyzed by exposing the dried gels on BioMax MS film (Kodak).

### Co-immunoprecipitations and western blotting analysis

PU.1 wild-type and mutants were cloned into the mammalian expression vector pcDNA3 and labeled with an in-frame N-terminal Flag tag. Similarly, human c-Jun cDNA was cloned with an N-terminal Myc tag into pcDNA3. These constructs were transiently co-transfected into 293 T cells using Lipofectamine LTX (Invitrogen). Forty-eight hours after transfection, cells were harvested, washed in PBS, and lysed in 150 mM NaCl, 50 mM Tris-HCl (pH 7.4), 1 mM EDTA, 1% Triton X-100 and protease inhibitor cocktail (Roche) by incubating on ice for 20 minutes and passed three times through a 28-gauge syringe. After centrifugation at 16,000 × *g* for 10 min at 4 °C, the lysate was collected. Then, 40 μl of anti-FLAG M2-agarose affinity gel (Sigma) was added to the lysates and incubated at 4 °C for 2 h. The affinity gels were washed three times with TBS, and the immunoprecipitated proteins were eluted by incubation with 20 ± l of 3× FLAG peptides solution (0.5 mg/ml; Sigma) on ice for 30 minutes. For western blotting analysis, extracted proteins were separated in 10% SDS-PAGE gels and transferred to Immobilon-P (Millipore). The membranes were sequentially incubated with 5% skimmed milk, primary antibodies at 1:2000 dilution, and secondary antibodies conjugated with horseradish peroxidase at 1:5000 dilution. Then, the membranes were incubated for chemiluminescence (Luminol Reagent; Santa Cruz), and proteins were detected by X-ray film exposure. The films were visualized with a PCX-101 (KONICA MINOLTA). Western blots were probed with antibodies either c-Jun (Santa Cruz, sc-1694, H-79, JUN), PU.1(Santa Cruz, sc-352, T-21, Spi-1), FLAG (Sigma, F3165, M2), or c-Myc (Novus, NBP1-97617, PL14, MYC). WB quantification was performed using ImageJ.

### Transient transfection and luciferase reporter assays

CV-1 and F9 cells were cultured in DMEM + 10% FBS. For transcriptional activation studies, full-length wild-type and mutant PU.1 in pcDNA3, pSV1-SPORT-c-Jun, and the pXP2-M-CSF receptor promoter fused upstream of a luciferase reporter^41^, or pXP2 alone, and pRL-null as a control for transfection efficiency^71^, were transiently transfected into CV-1 or F9 cells with Lipofectamine and PlusReagent (Invitrogen). After 24 h, transfected cells were lysed with 60 μl of 1× Lysis Buffer according to the manufacturer’s protocol, and 20 μl of lysate was assayed with luciferase reagent (Promega). The remaining 40 μl of lysate was loaded onto a 10% SDS-PAGE gel and processed for western blotting with anti-PU.1 antibody (Santa Cruz sc-352) to measure PU.1 protein expression. Anti-β-tubulin (Sigma T5293 clone 2-28-33) was used to ensure the even loading of protein extracts.

### Retroviral transduction of mouse cells

The PU.1-deficient, immature myeloid cell line 503^54^ were cultured in IMDM + 10% FBS, 5% WEHI conditioned medium, and 3% BHK conditioned medium as a source of IL-3 and SCF, respectively. For retroviral transduction, wild-type and mutant PU.1 constructs were subcloned into the MIGRI vector (kindly provided by Harinder Singh) in the EcoRI site^55,72^. Retrovirus was generated by transient transfection with 5 μg of MIGRI-PU.1, 5 μg of PHCMV-A-MLVenv, and 1 μg of pGagpol (kindly provided by Carol Stocking, Heinrich-Pette-Institute, Germany) into 5 × 10^6^ Phoenix amphotropic packaging cells (Orbigen) using Lipofectamine and Plus Reagent according to the manufacturer's instruction (Invitrogen). After 48 hours, the supernatant was harvested and passed through a 0.45 μm filter (MILLEX-HA, Millipore). For retroviral transduction, 1 × 503 cells were incubated with 1 ml viral supernatant and 10 μg/ml of Hexadimethrine bromide (10868-9, Aldrich Chem. Co) in fibronection-pretreated wells (10 mg/ml of Fibronectin, F-0895 SIGMA, 1146 Becton Dickinson). After spinoculation at 800 × *g* for 120 min, 1 ml of fresh medium was added to the cells. After 24 h, a second spinoculation was carried out. Forty-eight hours after the first transduction, GFP expression in 503 cells was examined by flow cytometry. PU.1 expression was determined by Western blotting with anti-PU.1 antibody at 1:1000 dilution (Santa Cruz sc-352). The membrane was stripped with 100 mM, washed with PBS, and incubated with appropriate antibodies in PBS containing 5% calf serum for 30 min on ice in a total volume of 20 μl. The cell pellet was washed three times with PBS and suspended in PBS containing 2% calf serum. Analyses were performed with FACS can and CellQuest software (Becton Dickinson) or LSRII (Becton Dickinson) and FlowJo software (Tree Star). Fluorescence-conjugated antibodies used include anti-murine CD11b (M1/70), Gr-1 (RB6-8C5), F4/80 (BM8), B220 (RA3-6B2), CD3 (145-2C11), CD34 (RAM34), CD16/32 (93), Flt3 (A2F10), Sca-1 (D7), c-kit (2B8), and Ter119 (TER-119).

Freshly isolated lineage negative (B220^−^ CD3^−^ Ter119^−^ Gr-1^−^) c-kit^+^ Sca-1^+^ (LSK) fetal liver cells of PU.1 mutant mice were sorted by FACS and infected with retroviral MIGRI vectors containing expression constructs of wild-type or mutant PU.1, c-Jun, or fusion constructs of wild-type or mutant PU.1 with c-Jun. An empty MIGRI vector was used as a negative control (“mock”). The fusion proteins were generated by fusing full-length human PU.1 via a flexible polylinker (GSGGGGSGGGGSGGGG) to murine c-Jun.

### Serial replating assay

Harvest total fetal liver cells from both wild-type and knock-in Day 14.5–16.5 embryos (both genders), seed 2 × 10^4^ in 1 ml MethoCult™ GF M3434 (STEMCELL, USA), and plate in 35 mm dish. Culture at 37 °C, 5% CO_2_, count the colony number, and replate the same number of cells in the same condition every 7 days until the control group has no more colonies.

### In vitro differentiation of mouse cells

Infected (EGFP^+^) PU.1/503 cells were sorted by fluorescence-activated cell sorting (FACS) and cultured in differentiation medium (IMDM containing 10% FBS, 10% filtered supernatant of IL-3-producing WEHI-3 cells, 10% filtered supernatant of SCF-producing BHK-KL cells, supplemented with 10 ng/ml of recombinant murine M-CSF (416-ML, R&D Systems)) for 10 to 14 days, as indicated. Approximately 10^4^ cells were centrifuged at 500 rpm for 5 min onto glass slides and stained with Wright-Giemsa.

Murine infected (EGFP^+^) LSK cells were sorted 2 days post-infection on a Becton Dickinson FACS Aria and plated in semisolid M3434 Methocult (Stem Cell Technologies) methylcellulose medium and analyzed 14 days later. Colonies were scored visually and analyzed morphologically by Wright-Giemsa-stained cytospins.

### OP9 co-culture assay

Sort LSK from both wild-type and knock-in E14.5–16.5 fetal liver cells (both genders) and wild-type adult bone marrow (both genders, mice were aged between 2-3 months old). Seed the same number of LSK into 96-well plate with 70–90% confluent OP9 cell (Gibco^TM^ αMEM nucleosides no phenol red, Thermo Fisher Scientific, USA/20% FBS). Meanwhile, transduce MIGR1 (Vector)/PU.1-wt/Q202L-c-Jun (Fusion) into the same number of knock-in LSK using RetroNectin^®^ (TaKaRa, Japan). After 72 h culture, seed all of the transduced LSK into 96-well plate with 70–90% confluent OP9 cell as well. Change medium (X-VIVO^TM^ 15, Lonza, Switzerland/2% BSA/5 ng/ml Flt3-L/1 ng/ml IL-7, PeproTech^®^, USA/Penicillin/Streptomycin) every 3 days. On day 14, after the seeding of LSK, harvest cells and stain. Identify B cell by Flow Cytometry.

### Generation of PU.1 knock-in mice

To generate mice with the point mutations in the Ets domain, the targeting strategy is outlined in Fig. 3a. We used a targeting vector carrying exons 3–5 of PU.1 in which the point mutation was introduced by site-directed mutagenesis. For the positive selection of targeted ES cells, we inserted a neomycin selection cassette driven by the PGK promoter and flanked by loxP sites between exons 4 and 5. A negative selection cassette containing HSV-thymidine kinase driven by the PGK promoter was added to the 3’ end of the targeted region. A 1.4 kb EcoRI-BamHI fragment located just 3’ of murine PU.1 exon 5 was used as a probe for Southern blot. The correct genomic insertion was tested by Southern blot analysis, and the presence of the point mutation was verified by sequencing (Fig. 3b).

Chimeric mice were derived from embryonic stem cells that were successfully targeted by homologous recombination, and several founder lines were obtained for each construct. For the Q202L mutation, two independent founder lines were kept and analyzed. Results obtained with both lines were identical.

Mouse experiments and analysis of mouse cells were performed in compliance with institutional guidelines and approved by the Beth Israel Deaconess Medical Center Institutional Care and Use Committee (protocol # 006-2008).

### Quantitative real-time PCR

RNA isolation and DNase I treatment of FACS-sorted hematopoietic cells was carried out with the RNeasy Micro kit (Qiagen) according to the manufacturer’s instructions. After reverse transcription, the resulting cDNA was PCR-amplified using a Rotor-Gene RG 6000 (Corbett). To specifically detect wild-type and mutated PU.1, TaqMan MGB probes (Invitrogen) (wild-type: 5ʹ-CCTTCCAGTTCTCGT-3ʹ; Q202L mutant: 5ʹ-CCTTCCTGTTCTCGT-3ʹ) were used in conjunction with the following PCR primers: 5ʹ-GCATCTGGTGGGTGGACAAG-3ʹ and 5ʹ-CGCCAGCGCCTCCTT-3ʹ. Primers for GAPDH (Invitrogen) were used for reference.

### Statistics and reproducibility

Student’s t-tests were performed to determine the statistical significance of the experimental results.

### RNA isolation, amplification, and array expression analysis

ST-HSC (lin^−^ c-kit^+^ Sca-1^+^ CD150^−^ CD48^−^) and GMP (lin^−^ c-kit^+^ Sca-1^−^ CD16/32^hi^ CD34^+^) were sorted by FACS and RNA was prepared by RNeasy Micro kit (Qiagen). Ten nanograms of total RNA were used for linear amplification of cDNA using the Ovation Pico RNA Amplification System (Nugen), according to the manufacturer’s instructions. Five micrograms of cRNA were biotin-labeled using the FL-Ovation cDNA Biotin Module V2 (NuGen). Following fragmentation, the labeled cRNA of each individual sample was hybridized to Affymetrix MG430 v2 microarrays (Affymetrix) and stained according to the manufacturer’s instructions. Array data have been stored in the gene expression omnibus database (www.ncbi.nlm.nih.gov/geo/; accession no.: GSE27873) according to MIAME standards. Microarray data were normalized using the RMA method with R-Bioconductor, and the differentially expressed genes were identified using the Significance Analysis for Microarrays (SAM) algorithm^73^ in TM4-MeV software^74^ with the threshold set to 0 as a median number of falsely significant genes.

### ChIP-seq analysis, peak selection, and peak annotation

To correlate gene expression with putative PU.1 binding, we analyzed the published PU.1 chromatin immunoprecipitation-coupled deep sequencing (ChIP-seq) data from GEO GSE21512^58^, obtained with the immature myeloid PUER cell line^19^. The data obtained with uninduced (t = 0 h) cells were used as a control, and the specific signals appearing after 1 h, and 6 h were combined and considered as PU.1-bound regions. We considered all ChIP regions localized within a gene or its ±50 kb flanking region as potential PU.1 target sites regulating the expression of the aforementioned gene. The identified ChIP-seq regions were divided into three groups based on the expression of the targeted gene within the PU.1 mutant populations that we performed microarray expression analysis on: unchanged, upregulated, and downregulated. The corresponding DNA sequence was retrieved, and a Position Weight Matrix (PWM-mathematical representation of a TFBS) search was performed using PSCAN^59^.

### Crystal structure visualization

For Fig. 1, PDB: 1PUE was downloaded and representations rendered in Pymol v2.5.0^75^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. Numerical source data behind main figure graphs can be found in Supplementary Data 1. Unprocessed blots can be found in Supplementary Fig. S7. The crystal structure of the PU.1 ETS domain was sourced from PDB, id 1PUE. The raw data from Microarray have been deposited into NCBI GEO under the accession number: GSE27873.

# Supplementary material for: PU.1-c-Jun interaction is crucial for PU.1 function in myeloid development
**Source:** Commun Biol. 2022 Sep 14;5:961. doi: 10.1038/s42003-022-03888-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Numerical source data behind main figure graphs.

# Supplementary material for: PU.1-c-Jun interaction is crucial for PU.1 function in myeloid development
**Source:** Commun Biol. 2022 Sep 14;5:961. doi: 10.1038/s42003-022-03888-7
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The sequencing of PU.1 point mutations were read by SnapGene. The corresponding DNA sequence from ChIP-Seq was retrieved by IGV. Other assistant soft wares were used in this manuscript including Image J and Prism 6.                                                                                                                       |
| Data analysis   | FACs analyses were performed with FACScan and CellQuest software (Becton Dickinson) or LSRII (Becton Dickinson) and FlowJo software (Tree Star). The differentially expressed genes in Microarray were identified in TM4-MeV software. A Position Weight Matrix (PWM-mathematical representation of a TFBS) search was performed using PSCAN. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. The raw data from Microarray has been deposited into NCBI GEO (Gene Expression Omnibus Database, [www.ncbi.nlm.nih.gov/geo/](http://www.ncbi.nlm.nih.gov/geo/)) under the accession number: GSE27873. Other independently raw data or protocols are available upon request from the corresponding author.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical analysis was employed to determine the sample size. The sample size was chosen base on previous publications using the same techniques.                                              |
| Data exclusions | No data was excluded from the analyzes.                                                                                                                                                             |
| Replication     | All key experiments in this manuscript have been performed independently at least twice. All statistical analyses were based on at least three replicates. All of the experiments are reproducible. |
| Randomization   | The mice were chosen randomly according to their unique identification numbers.                                                                                                                     |
| Blinding        | Investigators were masked to group identity for measurements of blood cell type or cell marker.                                                                                                     |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                   |
|-------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                    |
| Research sample   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and |

any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

#### Sampling strategy

Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

#### Data collection

Describe the data collection procedure, including who recorded the data and how.

#### Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

#### Data exclusions

If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

#### Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

#### Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

#### Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

#### Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

#### Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

#### Access & import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

#### Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

#### Antibodies used

Primary antibodies used in Co-Immunoprecipitation and Western-Blot include c-Jun (Santa Cruz, sc-1694, H-79, JUN), PU.1(Santa Cruz, sc-352, T-21, Spi-1), FLAG (Sigma, F3165, M2), c-Myc (Novus, NBP1-97617, PL14, MYC). Fluorescence-conjugated antibodies used in FACs include anti-murine CD11b (M1/70), Gr-1 (RB6-8C5), F4/80 (BM8), B220 (RA3-6B2), CD3 (145-2C11), CD34 (RAM34), CD16/32 (93), Flt-3 (A2F10), Sca-1 (D7), c-kit (2B8), and Ter119 (TER-119).

#### Validation

c-Jun antibody(PMID: # 28857645/PMID: # 27387895/PMID: # 26818516), PU.1(PMID: # 27480083/PMID: # 30015632/PMID: # 25616107), FLAG M2(PMID 20376207/PMID 20376207/PMID 22624035), c-Myc(PMID: 12446736/PMID: 11997387).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Yeast strain Y1671 used in Yeast split-hybrid Screen was a generous gift from Richard Goodman. 293T cells used in Co-Immunoprecipitation, Cos7 cells used in Immunofluorescence and CV-1/F9 cells used in Luciferase Reporter Assay were from common laboratory stock. PU.1-deficient neutrophil cell line #503 used for wild-type and mutants of PU.1 stable cell lines establishment was from (Anderson et al. 1998). Phoenix amphotropic packaging cells used for retrovirus generation was bought from Orbigen. |
| Authentication                                                    | The cell lines used were checked for morphology by microscopy and immunostaining with specific markers.                                                                                                                                                                                                                                                                                                                                                                                                             |
| Mycoplasma contamination                                          | We periodically checked potential contamination with mycoplasma, which causes retarded cell growth and low pH in the media. All cell lines tested negative for mycoplasma contamination by Hoechst staining of the cells.                                                                                                                                                                                                                                                                                           |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | The cell lines used are not listed in the database.                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Species: <i>Mus musculus</i> , Strain: 129xC57, Sex: both of male and female, Age: embryonic day 16.5 and newborn                                                                                                              |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                       |
| Field-collected samples | This study did not involve samples collected from the field.                                                                                                                                                                   |
| Ethics oversight        | Mouse experiments and analysis of mouse cells were performed in compliance with institutional guidelines and approved by the Beth Israel Deaconess Medical Center Institutional Care and Use Committee (protocol # 006- 2008). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts must comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <i>For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.</i>                                         |
| Files in database submission                                       | <i>Provide a list of all files available in the database submission.</i>                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <i>Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.</i> |

### Methodology

|                  |                                                                                                                                           |
|------------------|-------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | <i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>                                             |
| Sequencing depth | <i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and</i> |

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sequencing depth        | <i>whether they were paired- or single-end.</i>                                                                                                                             |
| Antibodies              | <i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>                         |
| Peak calling parameters | <i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>                            |
| Data quality            | <i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>                                 |
| Software                | <i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i> |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Fetal liver or newborn liver cells were collected by harvesting livers from E16.5 or newborn, and further minced into <2mm pieces. Followed by grinding and filtered with 70µm cell strainer. Wash cells with PBS and resuspend in appropriate volume of FACs staining buffer ( PBS + 2% FBS). Stain 1 million cells in 100ul buffer for 30 min in dark. The antibody dilution range is 1:50 to 1:200. After stain, wash with staining buffer for three times, resuspend cell pellets in 300ul staining buffer for Flow Cytometry data collection. |
| Instrument                                                                                                                                                | FACScan and LSRII (Becton Dickinson)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                                                                                                                                                  | CellQuest (Becton Dickinson) and FlowJo (Tree Star)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Cell population abundance                                                                                                                                 | After cell sorting, purity was checked by mini amount for FACs analysis or morphology with the same equipment.                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Gating strategy                                                                                                                                           | All gating were conducted following well accepted gating strategies of corresponding antibodies staining from published studies before. On preliminary FSC/SSC plot, gates were set on gaps between debris, dead cells and live cells. And all live cells were included in further analysis.                                                                                                                                                                                                                                                       |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

### Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |
| Volume censoring           | Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                  |
|---------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation). |
| Effect(s) tested                                                          | Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                            |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.                                                                                                                  |
| Correction                                                                | Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                           |
|-----------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involved in the study                                                                                                                                                                                                     |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                   |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                     |
| Functional and/or effective connectivity      | Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).                                                                                         |
| Graph analysis                                | Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.). |
| Multivariate modeling and predictive analysis | Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

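RNA of sorted liver cells was measured on 12 Affymetrix MG430 v2 arrays, 3 each for KI ST-HSC, WT ST-HSC, KI GMP-like cells and WT GMP, and each array was mapped to its condition and replicate from the titles and genotypes of the sample records. The authors amplified the RNA linearly, hybridized each sample to 1 array and normalized the arrays by RMA in R-Bioconductor, and the deposited values are log2 RMA values of 45101 probe sets. RMA corrects the background, aligns the distribution of the arrays by quantiles and summarizes the probes of a set, so that differences common to all genes of an array are removed and small differences are compressed at low signal. The version of the RMA implementation is not given in the sources used here. The medians and percentiles of the arrays fall into separate ranges for the ST-HSC and GMP arrays, so a comparison of WT GMP with WT ST-HSC that had been fixed beforehand was not run, and no level was compared across the populations. Array signals carry no read depth, and the number of arrays limits the precision.

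From these values, 64 control probe sets were left out and 45037 were tested, without a filter on low values. By the platform annotation 34945 of them have 1 gene symbol, 932 have several and 9160 have none, and a probe set with several symbols was not named. Gene names and neighbours were taken from RefSeq genes of the assembly GRCm38.p6, and no coordinates are given because the array file names no genome build. For counts of genes and for gene lists, 18193 genes were each represented by the probe set with the highest mean over the arrays. Differences of KI minus WT, within ST-HSC and within GMP, and the difference of these differences (GMP minus ST-HSC) were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with default prior) over all 12 arrays with 4 group means, with 8 residual and 2.52 prior degrees of freedom. Calls are at a Benjamini-Hochberg adjusted p under 0.05 over all tested probe sets. Confidence intervals are at 95% from the same fit and are not adjusted for the number of probe sets. Overlap between the populations was counted by direction and tested with Fisher's exact test.

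The 22 gene lists were MHC class II presentation; monocyte and macrophage; granulocyte; dendritic cell; B lymphoid; T and NK lymphoid; megakaryocyte and platelet; erythroid; mast cell, basophil and eosinophil; stem cell; AP-1 family; textbook PU.1 targets; lineage transcription factors; hepatocyte; endothelial; cell cycle; interferon response; immediate early and stress; respiratory burst and lysosomal phagocyte enzymes; colony-stimulating factor and cytokine receptors; sex-linked genes; and sort markers. They were written from general knowledge, after the tables of the paper had been read. Each list was tested with camera of limma at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over the lists of a comparison, and again with an estimated correlation and with fry. Named genes are the 10 largest rises and the 10 largest falls in each comparison among called genes whose KI arrays all lie on 1 side of the WT arrays, every gene the paper names for these samples, up to 4 members of each list with the smallest adjusted p, Spi1, the sort markers and sex-linked genes, and the 5 genes of each direction with the smallest p for the difference between the populations. The genes of 2 further lists, of fetal liver macrophages and of lymphoid-primed progenitors, and Casp4 and Serinc3 were added to the named genes after the data had been seen. The values of the paper's tables had been seen when this rule was written. Where Tables 1 to 3 give a probe set for a gene, it was used beside those tables.

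The alternatives were a fit of only the 6 arrays of a comparison, subtraction of each array's median, quantile normalization within a population, filters on low probe sets (log2 of at least 6 in at least 3 arrays, or a mean above the median probe set), leaving out probe sets that can bind several genes, eBayes with trend and robust, SAM with 20 permutations and a median of 0 false calls, the methods' t-test, limits on the log2 difference of 1 and 2, the replicate number as a block, the mean of all probe sets of a gene, and leaving out each array in turn. Others were added after the data had been seen: the Xist level of each array as a covariate, leaving out probe sets of genes on X and Y, leaving out the WT arrays of high Xist, SAM with a log2 limit of 2, and the log2 ratio of means of unlogged values. SAM was written anew, with its exchangeability constant at percentile 5 of the standard errors; its results need not equal those of the authors' software. The sample records say that littermates were used and do not say which samples share a litter. Same-numbered KI and WT samples did not deviate together in all pairs, so the numbers were not taken to pair the samples.

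The tests were tested on simulated data, in which 200 of the 45037 probe sets were changed in the ST-HSC comparison. Limma recovered 31.3% of the probe sets changed by 1 on the log2 scale, 86.6% of those changed by 2 and 100% of those changed by 4, with 11 false calls, and made 0 calls in the unchanged GMP comparison, where fits of 6 arrays and the methods' t-test with Benjamini-Hochberg adjustment also made 0 and SAM made 1. SAM recovered 0%, 32.8% and 95.5% in ST-HSC with 0 false calls, and limma on 6 arrays 5.97%, 82.1% and 98.5%. Camera gave a shifted list an adjusted p of 2.8e-30, and 2.8e-05 with an estimated correlation, and called 0 of 20 unmoved lists. In the arrays the estimated correlation within a list reached 0.383 (mast cell), above the preset 0.01. The 0 of 20 therefore need not hold for lists of correlated genes. The published ChIP-seq data, the motif search and the RT-qPCR of the paper were not analysed here. No array was left out of the values at the claims.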

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

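In this part the tests that use Xist (as a covariate, without the X and Y genes, without the arrays of high Xist), the tests of a wrong label and the test of Kdm5d were chosen after the result was seen, and so were the bounds of the Xist test; the other tests were not.

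The effect of the mutation differed between the populations for 22 probe sets by the limma interaction test, 9 with a higher and 13 with a lower effect in GMP, or 9 and 8 when each array's median was subtracted. With the replicate number as a block they were 1 and 0. Same-numbered KI and WT samples did not deviate together in all pairs, and which samples share a litter is not stated. Without 1 array these counts were 6 and 6 (KI ST-HSC replicate 1), 4 and 3 (KI ST-HSC replicate 2), 7 and 2 (KI ST-HSC replicate 3), 35 and 24 (WT ST-HSC replicate 1), 36 and 19 (WT ST-HSC replicate 2) or 16 and 3 (WT ST-HSC replicate 3). In GMP they were 9 and 2 (KI replicate 1), 23 and 6 (KI replicate 2), 10 and 4 (WT replicate 1), 10 and 7 (WT replicate 2) or 13 and 2 (WT replicate 3), and without the arrays of high Xist 74 and 40. Whether chance gave the number is not settled. The real split alone of 100 (1) reached it and the highest other gave 12. Mixing KI and WT arrays widens the spread, however, and mixing GMP arrays alone took the ST-HSC calls from 996 to at most 376. Ighm, Gcsam and Ctnnd2 were lower in KI ST-HSC and did not pass in KI GMP-like cells. In ST-HSC, 9 of the 11 probe sets of Ighm and 1 of the 2 of Ctnnd2 did not pass. Ighm differed by 3.54 between the populations (GMP minus ST-HSC, adjusted p = 0.00271). Ctnnd2, a catenin of neurons, differed by 3.71 (adjusted p = 0.00545) from −3.45 in ST-HSC and 0.25 in GMP. Gcsam, a signaling adapter of germinal center B cells, differed by 3.03 (adjusted p = 0.00629) from −2.74 and 0.29. With the replicate number as a block, Gcsam and Ctnnd2 were lost and Ighm was kept. Leaving out any 1 array kept the calls of these 3 genes; Gcsam was lost without the arrays of high Xist (0.0757). Bmp4 differed by 3.82 (adjusted p = 0.013), from 0.38 in ST-HSC and 4.20 in GMP. It was lost without KI ST-HSC replicate 2 (0.0547) or 3 (0.0573) and without the arrays of high Xist (0.0715). Lgals3, the lectin galectin 3 of macrophages, went in opposite directions, lower in KI ST-HSC at −2.03 (adjusted p = 0.0233) and higher in KI GMP-like cells at 2.73 (adjusted p = 0.00605), a difference of 4.76 (adjusted p = 0.0192). It was lost without KI ST-HSC replicate 1 (0.0630) or 2 (0.0828), KI GMP-like replicate 1 (0.0635), or WT GMP replicate 1 (0.0593) or 3 (0.0502), and without the arrays of high Xist (0.0876).

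Of the genes with a lower effect in GMP, B4galt6 differed by −3.29 (adjusted p = 0.0365) and Tes, a cytoskeletal protein, by −1.88 (adjusted p = 0.0365) from −1.04 in ST-HSC and −2.92 in GMP. Tuba8, a tubulin, differed by −2.43 (adjusted p = 0.0445) from 2.38 and −0.044, and Cd320, the receptor of the vitamin B12 carrier, by −1.54 (adjusted p = 0.0414) from 0.43 and −1.11. Of 2 probe sets each, 1 did not pass for Tuba8 in ST-HSC and for Cd320 in GMP. B4galt6 was lost without KI ST-HSC replicate 1, 2 or 3 (adjusted p of 0.0630, 0.0984 and 0.0813), KI GMP-like replicate 1 or 2 (0.0818 and 0.0509), or WT GMP replicate 1, 2 or 3 (0.0876, 0.0750 and 0.0614). Tes was lost without KI ST-HSC replicate 1 or 3 (0.0949 and 0.107), WT ST-HSC replicate 3 (0.0526), KI GMP-like replicate 1, 2 or 3 (0.0635, 0.0514 and 0.0757), or WT GMP replicate 1, 2 or 3 (0.0876, 0.0750 and 0.0546). Tuba8 was lost without KI ST-HSC replicate 1, 2 or 3 (0.0981, 0.144 and 0.107), WT ST-HSC replicate 1 or 3 (0.0518 and 0.0629), KI GMP-like replicate 1, 2 or 3 (0.0818, 0.0768 and 0.0963), or WT GMP replicate 2 or 3 (0.0916 and 0.0752). It was also lost when each array's median was subtracted (0.0539). Cd320 was lost without KI ST-HSC replicate 1, 2 or 3 (0.0981, 0.116 and 0.130), WT ST-HSC replicate 1 or 3 (0.0519 and 0.0589), KI GMP-like replicate 1, 2 or 3 (0.0818, 0.0707 and 0.0958), or WT GMP replicate 1 or 3 (0.0876 and 0.0539), or when each array's median was subtracted (0.0581).

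Beyond the genes the paper discusses, the megakaryocyte and platelet list shifted up in KI ST-HSC by a median of 1.08, the erythroid list by 1.10, and the interferon response list shifted down, at a median of −1.37.

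Xist differed by −5.25 in ST-HSC (adjusted p = 0.341) and −5.18 in GMP (adjusted p = 0.314), since 2 of the 3 WT arrays of each population were high and the third low as were all KI arrays. A sex difference between the embryos of the groups may therefore lie under some of the calls. With the Xist-low arrays alone, 0.476 of the 996 probe sets called in ST-HSC were called in the same direction (474) and 0.215 of the 959 in GMP (206). This fit leaves 1 WT array per population and takes its spread from the other groups. The bound of 0.2, above which sex was not taken as the whole cause, was set after counts of this fit had been seen. An earlier test with Xist as a covariate had been dropped because it could not come out otherwise. Without the arrays of high Xist, 980 and 948 of the probe sets kept their direction and at least 0.5 of their size, though the 2 fits share arrays, so most lost calls kept that much of their fold in the smaller design. The GMP share exceeds the bound by little, and how much of the calls sex accounts for stays open. DNA carried over from the targeted embryonic stem cells around Spi1 is a further explanation. The 100 measured genes nearest to Spi1 held 3 of 715 called genes in ST-HSC (0.00420) and 3 of 677 in GMP (0.00443), so few calls lay near Spi1. A window of 100 genes could not have held most called genes, so this share cannot decide the explanation. A longer segment, or an effect of the carried-over DNA on genes elsewhere, was not tested.

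WT replicate 2 stood apart from WT replicates 1 and 3 in both populations, in Xist and in some genes outside X and Y. A wrong label may be behind this, or, for the genes outside X and Y, a segregating strain background. On probe sets called without WT replicate 2, its median place was taken between the KI mean at 0 and the other WT arrays at 1. This place was 0.772 in ST-HSC (interquartile range 0.468 to 0.976) and 0.730 in GMP (0.422 to 0.972). WT ST-HSC replicate 1, left out in the same way, lay at 0.721. The highest median of a left-out KI array was 0.0613 in ST-HSC and 0.309 in GMP and the highest upper quartile 0.276 and 0.607, so a KI sample under a WT label is argued against in ST-HSC. In GMP the lower quartile of WT replicate 2 did not clear the upper quartile of the KI arrays (a gap of −0.185). It cleared it by 0.0286 over probe sets differing by more than 2, a limit chosen after that result. On principal component 2, an axis of the spread over all 12 arrays, WT GMP replicate 2 stood at −57.9. WT GMP replicates 1 and 3 stood at −55.0 and −76.2, and the KI GMP-like arrays at 22.3 to 37.6. These values argue against a KI sample under this label in GMP, although the quartiles over all called probe sets overlap. Another wrong label, such as that of a heterozygous littermate, is settled in neither population. Of genes outside X and Y, 53 were off by more than 1.5 in WT replicate 2 of both populations, 35 of them lower with Casp4 at −4.68 and −4.21, and 2 pairs lay within 10 genes of each other, where random draws gave a median of 1 and a 95th percentile of 4, so a strain background is not settled either. An embryo of the other sex goes with the Y-linked Kdm5d, which stood at least 5.94 above the other WT arrays in WT replicate 2 of both populations, near the level of the KI arrays, and whether sex accounts for the genes outside X and Y is open.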

How the results depend on the processing

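Tests with Xist, SAM with a log2 limit and means of unlogged values were chosen after the data were seen. Among log2 differences of named genes, these changed direction. Il13ra1 on the probe set of Table 1 in GMP ranged from −0.72 to 0.20 when arrays were left out in turn and stood at 0.27 without the arrays of high Xist. Rec8 in ST-HSC stood at −0.090 without the arrays of high Xist. Jun and Junb, which the paper calls unaffected, changed direction as given below. Results with 1 array left out were counted for all named genes apart from those the paper calls unaffected. Of these, 1141 kept direction and call, 206 lost the call, 8 gained it and 1 turned, that of Il13ra1. Where not stated otherwise, the cause of a change was not tested. With only the 6 arrays of a comparison, which leaves 4 residual degrees of freedom, 122 were higher and 124 lower in GMP and 44 and 64 in both populations. The number with a lower effect in GMP was 8 with each array's median subtracted, 7 with trend and robust, and 7 without X and Y genes. At a log2 of at least 6 in at least 3 arrays 16 had a higher effect, and 4 higher and 3 lower among probe sets above the median, where fewer were tested. SAM gave 41 higher and 121 lower in ST-HSC, 12 and 31 in GMP and 3 and 15 in both. With a log2 limit of 2 it gave 28 and 99, 11 and 29, and 3 and 15. The methods' t-test at a p under 0.05 gave 2699 and 2654, 2056 and 2460, and 547 and 567, and after Benjamini-Hochberg 1 and 6, 0 and 2, and 0 and 0. Limma calls above a log2 difference of 2 were 149 and 277, 147 and 172, and 44 and 85. With the replicate number as a block, 255 were higher in ST-HSC, 230 higher and 238 lower in GMP, 1 and 0 differed between the populations, and 69 and 103 were shared. Limma without the block had 3522 at an unadjusted p under 0.05 for that difference. Every ST-HSC array correlated best with its own number (0.074, 0.064 and 0.034) and no GMP array did (−0.010, −0.038 and −0.0040), and which samples share a litter is not stated. With the block, adjusted p was 0.0612 for Il7r in ST-HSC, and for the difference between the populations 0.128 for Gcsam, 0.104 for Ctnnd2 and 0.0476 for Ighm. With the Xist level as a covariate, 307 were higher and 300 lower in GMP, 19 had a higher effect in GMP, 2 lists were higher and 5 lower in GMP, and Junb turned to −0.077 in GMP. Without the arrays of high Xist, 204 and 245 were called in GMP, 74 and 40 differed between the populations and 79 and 80 were shared. Cd14 stood at −1.70 in GMP and Jun at −0.53. An estimated correlation left 1 list higher and 3 lower in GMP, and fry 2 higher. Fry tests a list against no change and not against other genes, so it asks a different question than camera. By fry, mast cell (0.117) and hepatocyte (0.0569) did not pass in ST-HSC. Nor did dendritic cell (0.187), erythroid (0.0762), lineage transcription factors (0.124) and interferon response (0.0762) in GMP. Lists that had not passed turned sign with these adjusted p: in ST-HSC cell cycle 0.953 (mean of all probe sets), AP-1 and endothelial 0.976 (fry), T and NK 0.993 (Xist covariate). In GMP they were stem cell 0.735 (mean of all probe sets), 0.869 (fry) and 0.733 (Xist covariate), cytokine receptors 0.765 (fry), mast cell 0.911 and sex-linked 0.618 (Xist covariate). Leaving out each array in turn gave 200 to 481 higher and 291 to 588 lower in ST-HSC, 267 to 430 and 271 to 478 in GMP, 4 to 36 and 2 to 24 for the difference between the populations, and 58 to 128 and 89 to 161 shared. Jun ranged from −0.40 to 0.33 in ST-HSC, above 0 without KI replicate 1 or WT replicate 2, and 1.24 to 3.37 in GMP, Cd14 from −1.05 to −0.29, Ly96 from 0.58 to 1.36 and Spi1 from 0.24 to 0.57 in GMP. Lists numbered 2 to 4 higher in ST-HSC, 3 to 5 higher and 6 to 8 lower in GMP. Adjusted p ranged from 0.491 to 0.977 (AP-1, ST-HSC), 0.608 to 0.982 (endothelial, ST-HSC), 0.491 to 0.914 (cell cycle, ST-HSC), 0.333 to 0.958 (granulocyte, ST-HSC), 0.740 to 0.988 (T and NK, ST-HSC), 0.187 to 0.985 (stem cell, ST-HSC), 0.595 to 0.943 (cytokine receptors, GMP) and 0.398 to 0.992 (B lymphoid, GMP). Background signal limits what low probe sets can show, and no detection p was used.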

Differences from the paper's values

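The scale of means of unlogged values and SAM with a log2 limit were chosen after the values were seen. On that scale, 22 of 22 entries of Table 1 lay within 0.02 of the paper's values in ST-HSC, 28 of 30 of Table 2 within 0.02 in GMP and 5 of 6 of Table 3 within 0.02 in GMP. The title of Table 3 names no population, and 0 of its 6 entries lay within 0.02 in ST-HSC. Its values therefore go with GMP, and the ST-HSC gaps that follow need not be differences from the paper. Against ST-HSC, the paper's values of Table 3 and those obtained here were 1.01 and −0.089 for Jun (unlogged 0.021), 0.13 and −0.29 for Junb (unlogged −0.31), 0.08 and −0.21 for Blnk (unlogged −0.22), −0.90 and −0.22 for Cd14 (unlogged −0.23) and 1.08 and −0.53 for Ly96 (unlogged −0.59). Of the alternatives set before the data were examined, leaving out KI ST-HSC replicate 1 brought Jun within the spread (log2 0.33) and no other did, and none did for Junb, Blnk, Cd14 or Ly96. In GMP the unlogged values here were 1.01 for Jun, 0.13 for Junb, 0.085 for Blnk, −0.90 for Cd14 and 1.08 for Ly96, and 0.40 for Spi1 beside the paper's 0.12.

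In Table 2 the paper gives 5.09 for Nckap1l, where −5.12 was obtained here (unlogged −5.09), and 2.87 for Cd34, where −2.87 was obtained; the sign stayed negative under every alternative, and the paper's Fig. 5a shows both genes as lower in the mutant GMP-like cells. The paper's Table 2 lists Cblb and Rec8 as changed in GMP-like cells, and here they did not pass the test, at 1.67 (adjusted p = 0.0691) and 2.04 (adjusted p = 0.152); the other 28 entries of Table 2 and the 22 of Table 1 passed.

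The paper counts 25 upregulated and 61 downregulated genes in ST-HSC by SAM with a median of 0 false calls, and limma counted 330 and 389 here. Of the alternatives set before the data were examined, SAM (33 and 91 genes) lay within 1.5 times the paper's counts and the others did not, for example 112 and 195 genes above a log2 difference of 2 and 1 and 6 with the methods' t-test after Benjamini-Hochberg. SAM with a log2 limit of 2, chosen after seeing the values, gave 22 and 75. In Fig. 5b, read by eye, ST-HSC has about 97 features in all where 996 probe sets were called here, and GMP about 29 where 959 were called. SAM gave 43 in GMP, within 1.5 times, and 162 in ST-HSC, and SAM with the log2 limit, chosen after seeing the values, gave 40 and 127, both within; no other alternative did. Fig. 5b shows about 1 feature higher in both populations, where 129 were here and the nearest alternative other than a count of 0 gave 3 (SAM), and about 10 lower in both, where 163 were here and SAM gave 15, with or without the log2 limit; SAM was the only test within 1.5 times.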

Other observations

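The lists of fetal liver macrophages and lymphoid-primed progenitors below were tested as written before their values were seen, apart from the use of an interval of the median, which was added after the approximate median of the former was known.

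Several programs did not shift as a whole in KI ST-HSC while single members moved. Of 21 granulocyte genes 1 fell in ST-HSC (3 higher and 1 lower when adjusted over the list alone; median −0.12, camera adjusted p = 0.981). It was Ms4a3, at −4.82 (adjusted p = 0.00036). In GMP 3 fell (5 when adjusted over the list alone; median −0.060, camera adjusted p = 0.054). Among them was the chitinase-like Chil3 at −3.64 (adjusted p = 0.0132), lost without WT GMP replicate 1 (0.0526), and the list passed without KI GMP-like replicate 1 (0.00439), with the mean of all probe sets of a gene (0.0385) and with the Xist level as a covariate (0.0387). The paper tables Ms4a3 for GMP-like cells. Of 20 T and NK lymphoid genes 3 rose and 3 fell in ST-HSC (5 and 5 when adjusted over the list alone; median −0.13, camera adjusted p = 0.976). They include the granule protein Nkg7 at 1.62 (adjusted p = 0.00301) and the NK receptor Klrd1 at −2.47 (adjusted p = 0.0061), the latter with 0.0599 in a fit of the 6 ST-HSC arrays. Of 30 lineage transcription factors 4 rose and 3 fell in ST-HSC (7 and 5 when adjusted over the list alone; median 0.16, camera adjusted p = 0.151). They include Id2, an inhibitor of helix-loop-helix factors, at −3.85 (adjusted p = 0.0117), lost without KI ST-HSC replicate 2 (0.0643). Of 20 stem cell genes 1 rose in ST-HSC (1 higher and 2 lower when adjusted over the list alone; median 0.072, camera adjusted p = 0.445) and 1 fell in GMP (3 higher and 2 lower when adjusted over the list alone; median 0.026, camera adjusted p = 0.766, mean −0.10, with the test pointing up). The first was Gata2 at 1.86 (adjusted p = 0.0325), lost without KI ST-HSC replicate 1, 2 or 3 (0.101, 0.113 and 0.112) or WT ST-HSC replicate 1 or 3 (0.0694 and 0.104). The other was Hoxa9 at −2.26 (adjusted p = 0.0137), lost without KI GMP-like replicate 3 (0.0545) or WT GMP replicate 1 (0.0546). Of 29 cell cycle genes 1 rose in ST-HSC (1 when adjusted over the list alone; median −0.018, camera adjusted p = 0.928). It was the proliferation marker Mki67 at 1.17 (adjusted p = 0.0122), lost without KI ST-HSC replicate 2 (0.0538) or 3 (0.0537).

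Of 20 immediate early and stress genes 1 rose and 1 fell in ST-HSC (2 and 1 when adjusted over the list alone; median −0.25, camera adjusted p = 0.569). Egr1 stood at 2.63 (adjusted p = 0.0181), lost without KI ST-HSC replicate 2 (0.0753) or 3 (0.0842) or WT ST-HSC replicate 2 (0.0529), and the antiproliferative gene Btg2 at −1.55 (adjusted p = 0.00726). In GMP limma called 0 of the 20 (3 higher when adjusted over the list alone; 6 at an unadjusted p under 0.05, 0 with SAM, 5 with the methods' t-test; median 0.061, camera adjusted p = 0.085). The list passed without KI GMP-like replicate 1 (0.0472) or WT GMP replicate 2 (0.0492). In GMP 2 of 21 B-lineage genes fell (3 when adjusted over the list alone; median 0.060, camera adjusted p = 0.733, mean −0.24, with the test pointing down). Of 16 mast cell, basophil and eosinophil genes 3 rose and 2 fell (3 and 3 when adjusted over the list alone; median 0.28, camera adjusted p = 0.111). Of 16 hepatocyte genes 2 fell (2 when adjusted over the list alone; median −0.24, camera adjusted p = 0.0625), the last list passing without WT GMP replicate 1 (0.00559) or 2 (0.0454). Whether these lists differ between the populations was not tested. Of 16 endothelial genes limma called 0 in ST-HSC (1 higher when adjusted over the list alone; 3 at an unadjusted p under 0.05, 0 with SAM, 1 with the methods' t-test; median −0.051, camera adjusted p = 0.967, mean 0.17, with the test pointing up). It called 1 in GMP, Pecam1, at 1.79 (adjusted p = 0.0432) (2 when adjusted over the list alone; median 0.027, camera adjusted p = 0.21), lost without KI GMP-like replicate 2 or 3 (0.107 and 0.125) or WT GMP replicate 1, 2 or 3 (0.0817, 0.112 and 0.107). Of 4 measured sex-linked genes limma called 0 in either population (0 when adjusted over the list alone; 3 at an unadjusted p under 0.05 and 0 with SAM and the methods' t-test in each). The Y-linked Kdm5d stood at 4.87 (adjusted p = 0.324) and 4.82 (adjusted p = 0.299), and the list at median 3.06, camera adjusted p = 0.221 in ST-HSC, 0.0479 without WT ST-HSC replicate 2, and median 2.52, camera adjusted p = 0.21 in GMP.

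The number of calls was set against other splits of the same arrays. In ST-HSC the real split called 996 probe sets and the highest of the others 0, and in GMP 959 and 2, but 10 splits, of which 1 reached the real number, are too few for a share under 0.05. The same holds for gene lists, where the real split called 12 in ST-HSC and another split 14 (2 of 10 at least as many), and 12 in GMP with 5 in the highest of the others (1 of 10). The 292 probe sets called in the same direction in both populations were reached by 1 of 100 splits, the real one, and the highest of the others gave 0. Shared calls cannot exceed the calls of either population, and in each of the other splits at least 1 population had few or none, so this adds nothing to the splits above.

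The lower monocyte, macrophage and MHC class II transcripts of KI ST-HSC may reflect fewer carried-over or more mature cells in the KI sort. The paper's gate for ST-HSC was lineage-negative, c-kit+, Sca-1+, CD150-negative and CD48-negative, and the paper counts multipotent progenitors as CD48-positive. The sample records give CD48-positive ST-HSC, and how well the gate left other cells out was not measured here. Resident macrophages in the WT sort would bring all their abundant transcripts. Yet 16 genes of fetal liver macrophages had a median log2 difference of −0.11 (interval of the median by order statistics −0.80 to 0.40), beside −2.23 for the monocyte and macrophage list, which argues against them as the whole cause; 2 rose, Slc40a1 (1.98) and Cd163 (1.19), and 14 did not pass. Of the 2 probe sets of Slc40a1, 1 did not pass in ST-HSC. In WT ST-HSC the macrophage genes Timd4 and Vsig4 stood at a log2 value of 3.90 and 2.75, 14 of the 16 genes stood under 6, near background, and 5 stand in another list, so a small share of such cells stays open. Fewer lymphoid-primed progenitors in the KI sort would lower their genes, and 5 measured ones had a median of −0.98 (full range −2.69 to 0.011). Of these 1 passed, Flt3 at −2.69 (adjusted p = 0.0215), lost without KI replicate 1, 2 or 3 (0.0820, 0.0938 and 0.0618) or WT replicate 1 or 3 (0.0627 and 0.0657). Of the 5 genes 4 stand in another list, and the spread leaves this open, as it leaves a lower expression of PU.1 targets in each cell, the hypothesis that follows from the mutation. RNA pooled from many sorted cells cannot separate a lower expression in each cell from a change in the cells sorted, so this was not tested.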
